# Bidirectional promoter activity from expression cassettes can drive off-target repression of neighboring gene translation

**DOI:** 10.7554/eLife.81086

**Published:** 2022-12-12

**Authors:** Emily Nicole Powers, Charlene Chan, Ella Doron-Mandel, Lidia Llacsahuanga Allcca, Jenny Kim Kim, Marko Jovanovic, Gloria Ann Brar

**Keywords:** genome editing, neighboring gene effect, bidirectional transcription, alternative transcripts, transcriptional interference, *S. cerevisiae*

## Abstract

Targeted selection-based genome-editing approaches have enabled many fundamental discoveries and are used routinely with high precision. We found, however, that replacement of *DBP1* with a common selection cassette in budding yeast led to reduced expression and function for the adjacent gene, *MRP51*, despite all *MRP51* coding and regulatory sequences remaining intact. Cassette-induced repression of MRP51 drove all mutant phenotypes detected in cells deleted for *DBP1*. This behavior resembled the ‘neighboring gene effect’ (NGE), a phenomenon of unknown mechanism whereby cassette insertion at one locus reduces the expression of a neighboring gene. Here, we leveraged strong off-target mutant phenotypes resulting from cassette replacement of *DBP1* to provide mechanistic insight into the NGE. We found that the inherent bidirectionality of promoters, including those in expression cassettes, drives a divergent transcript that represses *MRP51* through combined transcriptional interference and translational repression mediated by production of a long undecoded transcript isoform (LUTI). Divergent transcript production driving this off-target effect is general to yeast expression cassettes and occurs ubiquitously with insertion. Despite this, off-target effects are often naturally prevented by local sequence features, such as those that terminate divergent transcripts between the site of cassette insertion and the neighboring gene. Thus, cassette-induced off-target effects can be eliminated by the insertion of transcription terminator sequences into the cassette, flanking the promoter. Because the driving features of this off-target effect are broadly conserved, our study suggests it should be considered in the design and interpretation of experiments using integrated expression cassettes in other eukaryotic systems, including human cells.

## Introduction

Genome engineering to create targeted gene deletions, mutations, reporter constructs, and epitope-tagged proteins is a key strategy for the mechanistic dissection of almost any biological process. Budding yeast was the first eukaryotic organism in which this became highly facile, thanks to the development of a one-step PCR-based editing strategy, frequently used with a shared toolkit of selection cassettes (Longtine et al., 1998; Wach et al., 1997; Wach et al., 1994; Baudin et al., 1993; Lorenz et al., 1995). These tools became common, routinely used by thousands of labs as well as to enable large global endeavors, such as creation of the yeast deletion collection (Giaever et al., 2002). Because of the high fidelity, ease of use, and rapid nature of this selection-mediated strategy, it has remained commonplace despite the development of methods allowing non-selection-marked mutations that include CRISPR/Cas9-based editing (Jinek et al., 2012; Güldener et al., 1996; Gray et al., 2005).

While selection-mediated editing strategies have been used to advance countless discoveries, their utility relies on the assumption that insertion of a selection cassette at one locus will not disrupt the expression of neighboring genes. However, analyses of mutant phenotypes detected in global studies of the collection of strains in which each non-essential yeast ORF is replaced with a kanMX cassette revealed effects that appeared to result from neighboring gene mis-regulation, termed ‘the neighboring gene effect’ (NGE) (Ben-Shitrit et al., 2012; Atias et al., 2016; Egorov et al., 2021). This is caused by overlap of the deleted ORF with a regulatory region for the neighboring gene in a subset of cases, as just one of several problems that resulted from the large-scale nature of the effort required to create the deletion collection (Ben-Shitrit et al., 2012; Hughes et al., 2000; Teng et al., 2013). However, most cases of the NGE remain unexplained, and this lack of mechanistic understanding makes it unclear how prevalent this effect is in traditional small-scale laboratory studies, and how to prevent it.

It is now understood that genomic loci can have complex and linked transcriptional outputs, even in yeast. For example, activity from one transcription start site (TSS) can interfere with the output of nearby TSSs in an adjacent sense or antisense configuration, and that most, if not all, promoters are bidirectionally active (Teodorovic et al., 2007; Neil et al., 2009; Preker et al., 2008; Core et al., 2008; Xu et al., 2009; Seila et al., 2008; Churchman and Weissman, 2011; Jin et al., 2017). Transcription interference is seen in diverse organisms, including yeast and human cells, and can occur between TSSs driving coding or non-coding RNAs and controlling both transcript isoform identity and transcript levels (Chia et al., 2017; Hirschman et al., 1988; Martens et al., 2004; van Werven et al., 2012; Hongay et al., 2006; Hausler and Somerville, 1979; Adhya and Gottesman, 1982; Proudfoot, 1986; Boussadia et al., 1997; Emerman and Temin, 1984; Corbin and Maniatis, 1989; Struhl, 1985). It has also been shown that more than one TSS is often present at a single locus, even in the simple budding yeast (Pelechano et al., 2013).

Transcription interference between TSSs within the same genomic locus is an important feature of a naturally occurring type of regulation dependent on long undecoded transcript isoforms (LUTIs; Chia et al., 2017; Chen et al., 2017). For genes regulated by this strategy, 5′ extended LUTIs are transcribed in place of canonical mRNAs to temporally downregulate protein synthesis (Chia et al., 2017; Chen et al., 2017; Cheng et al., 2018; Van Dalfsen et al., 2018). Here, use of an upstream alternate TSS represses transcription from the canonical TSS in cis via transcriptional interference (Chia et al., 2017). In concert, translation of the main ORF-encoded protein products from LUTIs are repressed by translation of competitive AUG-initiated upstream ORFs (uORFs) (Chen et al., 2017; Wethmar, 2014; Barbosa et al., 2013; Hinnebusch et al., 2016; Law et al., 2005; Brar et al., 2012; Cheng et al., 2018). Natural LUTI-based regulation has been shown to modulate gene expression for many genes during meiosis and the unfolded protein response in yeast (Chen et al., 2017; Cheng et al., 2018; Van Dalfsen et al., 2018). Furthermore, features of LUTI-based regulation are highly conserved across eukaryotes, and evidence suggests the presence of this regulation in more complex species, such as humans and algae (Hollerer et al., 2019; Sehgal et al., 2008; Moseley et al., 2002). Here, we show that insertion of expression cassettes commonly used edit the genomes of yeast cells, can induce the repression of neighboring genes though synthetic and constitutive LUTI-based repression.

In particular, we report that selection-cassette replacement of the ORF for *DBP1* causes mis-regulation of the adjacent gene, *MRP51*, despite no changes to the *MRP51* coding or regulatory regions, as a result of synthetic LUTI-based repression. All phenotypes we observed in cells with a cassette-mediated deletion of the *DBP1* ORF were caused by mis-regulation of *MRP51*, rather than loss of *DBP1*, consistent with an NGE. We leveraged the strong off-target effects observed with cassette-mediated replacement of *DBP1* to interrogate the mechanism driving this phenomenon. We find that cassette-mediated off-target effects were general to all expression cassettes that we inserted at the *DBP1* locus and are driven by the bidirectional cassette promoter activity now understood to be inherent to eukaryotic promoters.

These data point to an undesirable feature of expression cassette insertion that is currently being overlooked in the design of genome-editing approaches. While we find that stable cassette-driven divergent transcripts were detected in ~30% of cassette-inserted loci, all cassette-inserted loci have detectable divergent transcripts in cells lacking nuclear exosome-mediated RNA decay. Thus, our data suggest that divergent transcription results ubiquitously from expression cassette insertion, but features—including transcription termination sequences adjacent to cassette insertion—can naturally mitigate off-target neighboring gene mis-regulation. Because it is difficult to predict from sequence information alone whether a locus will be sensitive to neighboring gene mis-regulation, we designed improved expression cassettes containing an additional terminator sequence flanking the promoter, which prevents neighboring gene disruption. Use of such cassettes should improve the specificity of engineered mutant strains for future studies. More broadly, our study uncovers a mechanism by which genome engineering can drive neighboring gene mis-expression, and that warrants consideration in the design of future studies in yeast, as well as other eukaryotes.

## Results

### Insertion of a resistance cassette at the *DBP1* locus causes aberrant transcription and reduced protein production from *MRP51,* a neighboring gene

We had previously observed upregulation of the Dbp1 RNA helicase in meiotic yeast cells, coincident with downregulation of its paralog, Ded1 (Brar et al., 2012). Ded1 is important for translation initiation, and has been well studied under conditions of mitotic exponential growth (de la Cruz et al., 1997). In contrast, the role of Dbp1 has remained less clear, partially a result of its absent or low expression under commonly studied laboratory conditions. Based on the identity of Dbp1 as an RNA helicase (Jamieson and Beggs, 1991), we predicted that Dbp1 could have a role in regulating gene expression during meiosis. To test this, we deleted *DBP1* by replacing the ORF (from start to stop codon) with a standard cassette-encoding Geneticin (G418) resistance, amplified from the pFA6a-kanMX6 plasmid (Longtine et al., 1998), in the SK1 budding yeast strain background (Padmore et al., 1991). We then compared gene expression profiles of wild-type and *dbp1Δ::kanMX6* cells during meiosis, using ribosome profiling and mRNA-sequencing (mRNA-seq). To our surprise, *MRP51*, the gene located directly adjacent to *DBP1*, exhibited a profound decrease in translation in the *dbp1Δ::kanMX6* strain relative to wild-type controls (Figure 1A). Translation of *MRP51* was 8.4-fold lower in *dbp1Δ::kanMX6* cells despite a 1.8-fold increase in *MRP51* mRNA abundance (Figure 1A,B). These changes reflected a 15-fold decrease in *MRP51* translation efficiency (TE) in the *dbp1Δ::kanMX6* cells compared to the wild-type control (Figure 1C; TE: ribosome footprint RPKM/mRNA RPKM) and led to a reduction in Mrp51 protein level compared to wild-type, as assessed by western blotting (Figure 1D). Because of the close genomic proximity of these genes, we hypothesized that this change in TE could be due to cis- effects from the *dbp1Δ::kanMX6* insertion rather than reflecting regulation of *MRP51* by Dbp1 protein. Upon closer examination of the mRNA transcripts produced at this locus, we found that replacing the *DBP1* ORF with the kanMX6 resistance cassette led to production of a 5′ extended *MRP51* mRNA compared to that in wild-type cells. The extended transcript contained 3 AUG-initiated uORFs not present on the wild-type transcript, which were translated at the expense of the *MRP51* ORF in *dbp1Δ::kanMX6* cells (Figure 1E).

**Figure 1.**
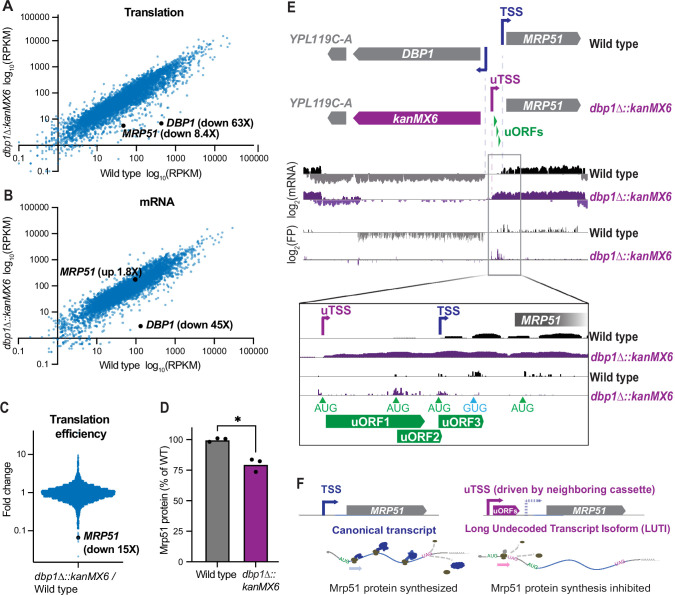
Insertion of a resistance cassette at the *DBP1* locus causes aberrant transcription and reduced protein production from the neighboring *MRP51* gene. (**A**) Translation (ribosome profiling, footprint) and (**B**) mRNA abundance (mRNA-seq) reads per kilobase million mapped reads (RPKM) for every ORF expressed in wild-type and *dbp1Δ::kanMX6* cells is plotted. (**C**) Fold-change of translation efficiency (TE: FP RPKM/mRNA RPKM) for all expressed genes. (**A–C**) Data represent RPKM values from a single experiment, for RPKM values for all quantified genes, see Figure 1—source data 1. (**D**) Quantification of Mrp51 levels in wild-type and *dbp1∆::kanMX6* cells undergoing mitotic growth as determined by western blotting. Mrp51 levels were normalized to alpha tubulin and three independent biological replicates were quantified. Statistical significance was determined by a ratio paired *t*-test with a reported two-tailed p < 0.05. For representative blot see Figure 1—figure supplement 1A. (**E**) mRNA and FP reads mapped to the *DBP1/MRP51* locus in wild-type (gray/black) and *dbp1Δ::kanMX6* (purple) cells. Note that *MRP51* transcripts are 5′ extended in the *dbp1Δ::kanMX6* cells compared to wild-type (see inset mRNA tracks). The extended transcript contains three AUG-initiated upstream ORFs (uORFs) translated at the expense of the *MRP51* ORF (see FP tracks and inset). (**F**) Model: replacement of *DBP1* ORF with a resistance cassette causes aberrant expression of a long undecoded transcript isoform (LUTI) for *MRP51*, which results in lower Mrp51 protein expression as an off-target effect. Figure 1—source data 1.RPKM values for mRNA-seq and ribosome profiling data for all genes quantified in the experiment shown in Figure 1 plots.

**Figure 1—figure supplement 1.**
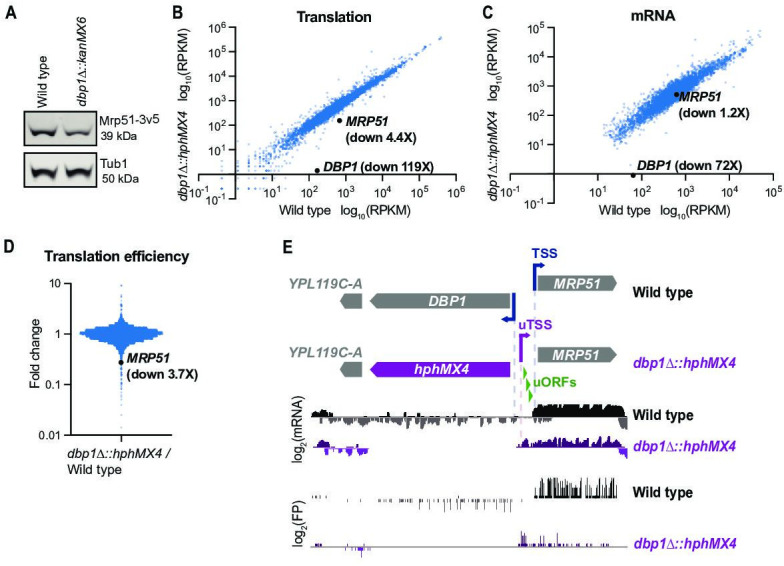
A published dataset confirms aberrant transcription and mis-regulation of *MRP51* following cassette-mediated *DBP1* replacement. (**A**) Representative western blot demonstrating wild-type and *dbp1∆::kanMX6* levels of Mrp51, with replicates quantified in Figure 1D. For uncropped blot image see Figure 1—figure supplement 1—source data 1. (**B–E**) Ribosome profiling and mRNA-seq of *dbp1Δ::hphMX4* and wild-type S288C budding yeast during mitotic growth from Sen et al., 2019. (**A**) Translation (FP RPKM) and (**B**) mRNA RPKM counts of all genes expressed. (**C**) Fold-change TE (translation efficiency; FP RPKM/mRNA RPKM) for every gene expressed in *dbp1Δ::hphMX4* and wild-type cells. (**D**) mRNA and FP reads aligned to the *DBP1/MRP51* loci for wild-type (gray/black) and *dbp1Δ::hphMX4* (purple). Note the *MRP51* mRNA is 5′ extended in the *dbp1Δ::hphMX4* cells (mRNA tracks) and the translation of upstream ORFs (uORFs) not present on the wild-type mRNA but *MRP51* ORF translation is higher in wild-type cells (FP tracks). Figure 1—figure supplement 1—source data 1.Zipped folder containing uncropped tif image of western blot shown in Figure 1 with and without labels on the relevant samples and bands.

These data suggest that kanMX6 cassette insertion at the *DBP1* locus drives the transcription of an aberrant 5′ extended *MRP51* mRNA containing repressive uORFs and causes reduced Mrp51 protein production. Thus, the features of *MRP51* mis-regulation in this strain mimicked the natural LUTI-based mode of regulation that conditionally downregulates protein synthesis from many genes in yeast (Figure 1F; Chia et al., 2017; Chen et al., 2017; Cheng et al., 2018; Van Dalfsen et al., 2018). Here, the primary difference was that repression of *MRP51* expression appeared to occur constitutively as result of kanMX6 insertion at the neighboring *DBP1* ORF, rather than resulting from temporally regulated toggling between two TSSs.

We were surprised to observe this dramatic off-target mis-regulation because of the widespread and long-term use of cassette-mediated gene deletion and the detailed quality control measures that were used in construction of our strains to prevent off-target effects caused by background mutations or improper cassette insertion. To confirm aberrant *MRP51* regulation was not an artifact of our strain, experimental conditions, or selection cassette, we analyzed a published ribosome profiling and mRNA-seq dataset comparing wild-type and *dbp1Δ* cells of the S288C budding yeast background. These *dbp1Δ* cells were generated by replacement of the *DBP1* ORF with a cassette-encoding resistance to Hygromycin (*dbp1Δ::hphMX4*) (Sen et al., 2019). Consistent with our data, insertion of hphMX4 to replace the *DBP1* ORF caused mis-regulation of the adjacent gene *MRP51*. Despite levels of the Mrp51-encoding transcript remaining similar to wild-type in *dbp1Δ::hphMX4* cells, translation of *MRP51* was decreased 4.4-fold in these conditions (Figure 1—figure supplement 1B,C). The 3.7-fold decrease in TE of *MRP51* in *dbp1Δ::hphMX4* cells in this study led to the interpretation that the canonical *MRP51* transcript is highly dependent on Dbp1 for its translation (Figure 1—figure supplement 1D; Sen et al., 2019). A closer look at the transcripts produced from this locus, however, revealed the presence of a 5′-extended *MRP51* LUTI in the *dbp1Δ::hphMX4* cells, like the one we had observed. This 5′ extended *MRP51* transcript contained competitive AUG-initiated uORFs that were translated in place of the *MRP51* ORF, as in our experiments (Figure 1—figure supplement 1E). These findings confirmed that the off-target effects seen in *dbp1∆::kanMX6* mutants were not an artifact of our strain background, selection cassette, or experimental conditions.

### Selection-cassette-induced mis-regulation of *MRP51* leads to systemic phenotypic consequences

We next sought to determine whether the mutant phenotypes we observed in *dbp1Δ::kanMX6* cells were due to loss of *DBP1* function or resistance cassette-dependent mis-regulation of *MRP51*, a gene encoding a mitochondrial small subunit ribosome protein (mt-SSU) (Green-Willms et al., 1998). Polysome analysis of *dbp1Δ::kanMX6* cells during meiosis demonstrated that overall translation rates were diminished relative to wild-type cells, as determined by lower polysome peaks in the mutant (Figure 2A; right, fractions 5 and 6). Consistent with this finding, measurement of radioactive amino acid incorporation rates revealed a 24% decrease in bulk translation in *dbp1Δ::kanMX6* cells (Figure 2—figure supplement 1A). Polysome traces also indicated differences in the accumulation of a ribonucleoprotein (RNP) species roughly the size of the cytoplasmic large 60S subunit (Figure 2A; LSU, fraction 3) and a decrease in cytoplasmic small 40S subunit signal (Figure 2A; SSU, fraction 2). We performed label-free mass spectrometry on fractionated wild-type and *dbp1Δ::kanMX6* polysomes and used hierarchical clustering of the data to assess global differences in polysome composition. We found that a prominent cluster of proteins enriched in fraction 3 of polysomes from *dbp1Δ::kanMX6* cells compared to wild-type was highly enriched for the mitochondrial large ribosome subunit (mt-LSU). This cluster contained 34 of the 42 proteinaceous mt-LSU components quantified in our study (Figure 2A; left). Further analysis of fraction 3 revealed that every mitochondrial 54S protein quantified was enriched in *dbp1Δ::kanMX6* cells compared to the wild-type control (Figure 2—figure supplement 1C). These data suggest the accumulated RNP observed in *dbp1Δ::kanMX6* cells is the mt-LSU. A previous study from our laboratory observed that when individual cytoplasmic SSU proteins are lost, free cytoplasmic 60S LSUs accumulate, presumably a result of their inability to find an SSU to complex with and form fully assembled 80S species (Cheng et al., 2019). The build-up of free mt-LSU in *dbp1Δ::kanMX6* cells, which express lower amounts of mitochondrial small subunit (mt-SSU) component Mrp51 is reminiscent of that effect. Furthermore, we identified a small cluster of cytoplasmically translated mitochondrial proteins that were decreased in *dbp1Δ::kanMX6* high polysome fractions compared to wild-type, hinting at effects of broader mitochondrial dysfunction (Figure 2A). These data suggested the cassette-mediated mis-regulation of *MRP51* in *dbp1Δ::kanMX6* cells may have been responsible for the mutant phenotypes we observed, rather than loss of Dbp1 protein.

**Figure 2.**
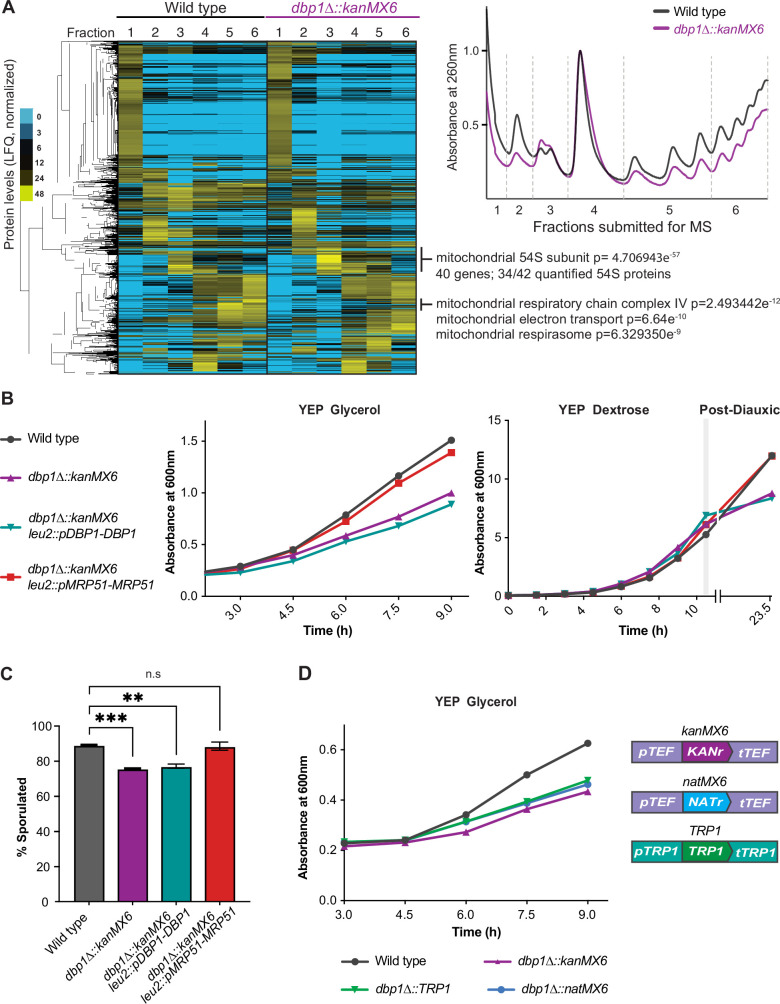
Cassette-driven mis-regulation of *MRP51* causes off-target mutant phenotypes. (**A**) Label-free mass spectrometry of fractionated polysomes from wild-type and *dbp1Δ::kanMX6* cells during meiosis (4 hr in sporulation media). Note decreased polysomes, accumulation of mitochondrial 54S subunit (fraction 3) in *dbp1Δ::kanMX6* cells, at right. Two biological replicates were analyzed, data from one are shown. Data were subjected to hierarchical clustering and normalized per protein. Mass spectrometry replicates and their agreement by spearman correlation are shown in Figure 2—figure supplement 1B. For entire dataset see Figure 2—source data 1. (**B, C**) Analysis of wild-type, *dbp1Δ::kanMX6*, *dbp1Δ::kanMX6 leu2::pDBP1-DBP1*, and *dbp1Δ::kanMX6 leu2::pMRP51-MRP51* cells under conditions where *dbp1Δ::kanMX6* mutant phenotypes were observed. (**B**) Representative growth curves in the non-fermentable carbon source glycerol (left), and ethanol (right: post-diauxic). Three or four independent biological replicates were performed for each experiment and data for all replicates are shown as doubling time (glycerol) or final culture absorbance (post-diauxic) in Figure 2—figure supplement 2A,B. (**C**) Twenty-four-hour sporulation efficiency counts, data shown are the average of three biological replicates with error bars showing SD. Statistical significance was determined by a one-way analysis of variance (ANOVA) adjusted for multiple comparisons with Dunnett’s multiple comparison test where a reported **p_adj_ < 0.005, and ***p_adj_ < 0.0005. (**D**) Representative growth curves of wild-type and varied *dbp1∆* cassette replaced mutants in the non-fermentable carbon source glycerol, cassette makeup is shown on the right. For this experiment four independent biological replicates were analyzed and the doubling time for each replicate is shown in Figure 2—figure supplement 2E. Figure 2—source data 1.Label-free quantification (LFQ) of all proteins quantified in fractionated polysome experiment shown in Figure 2 and Figure 2—figure supplement 1.

**Figure 2—figure supplement 1.**
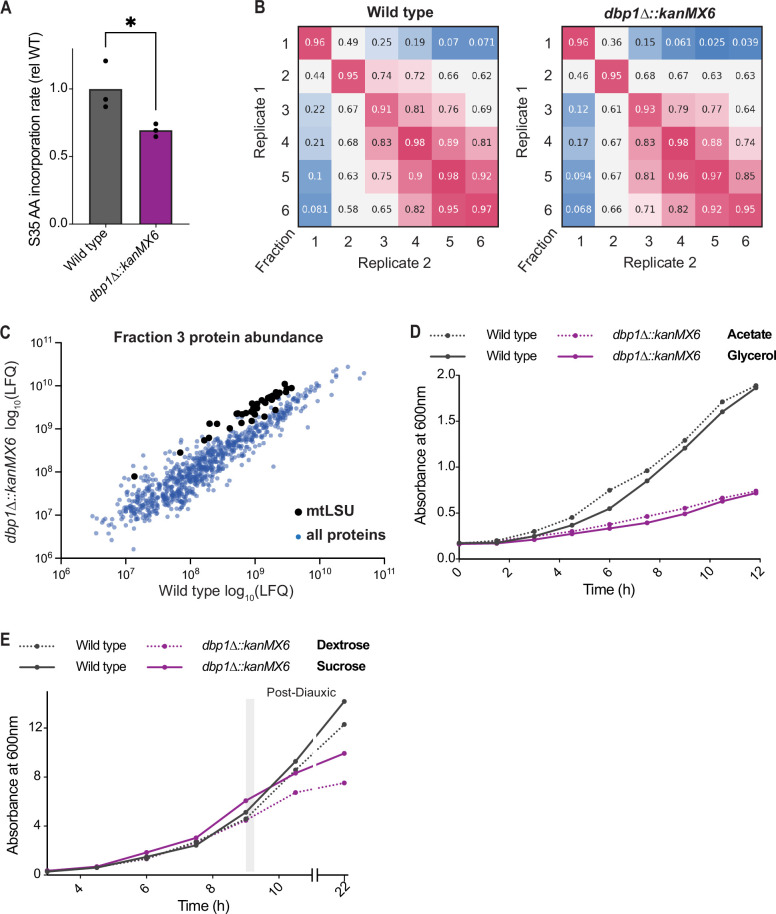
*DBP1* ORF replacement with kanMX6 causes off-target mutant phenotypes resulting from mitochondrial dysfunction. (**A**) S35 amino acid incorporation of *dbp1Δ::kanMX6* and wild-type cells during meiosis. Statistical significance was determined by a ratio paired *t*-test with a reported two-tailed *p < 0.05. Data from three independent biological replicates are shown. (**B**) Spearman correlation of two biological replicates from label-free quantification (LFQ) of fractionated polysome mass spectrometry experiment shown in Figure 2A. (**C**) Normalized LFQ of all proteins quantified in fraction 3 in wild-type and *dbp1Δ::kanMX6* cells. Data shown are the average of two biological replicates. All quantified mtLSU components are colored in black. Growth curves of wild-type and *dbp1Δ::kanMX6* cells in non-fermentable carbon sources (**D**) and fermentable (**E**: before diauxic shift) and non-fermentable (**E**: post-diauxic shift) carbon sources; these experiments were performed once.

**Figure 2—figure supplement 2.**
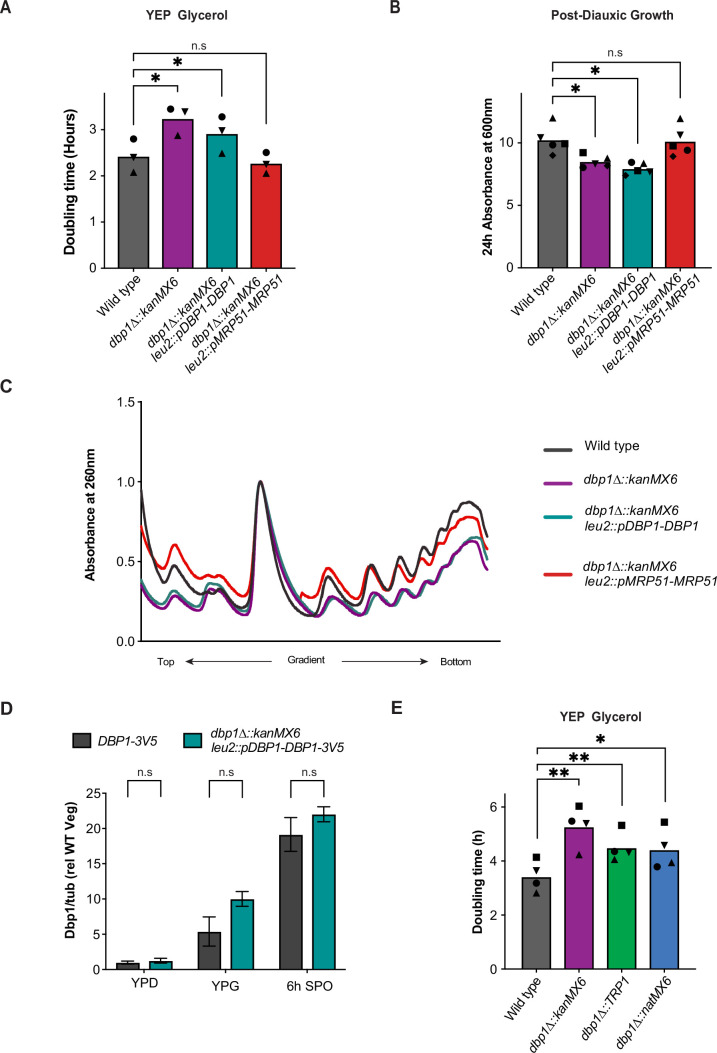
Cassette insertion at the *DBP1* locus causes broad off-target phenotypes that depend on Mrp51. (**A–C**) Analysis of wild-type, *dbp1∆::kanMX6*, *dbp1∆::kanMX6 leu2::pDBP1-DBP1*, and *dbp1∆::kanMX6 leu2::pMRP51-MRP51* strains under conditions for which *dbp1∆::kanMX6* cells exhibited phenotypes. (**A**) Calculated doubling times for cells growing in the non-fermentable carbon source glycerol. Data from three independent biological replicates are shown and statistical significance was determined by a one-way analysis of variance (ANOVA) and corrected for multiple comparisons using Dunnett’s multiple comparisons test where *p_adj_ < 0.05. (**B**) Twenty-four-hour absorbance at 600 nm wavelength measurements of wild-type and mutant cells to measure total growth in the post-diauxic growth phase. Data from five independent biological replicates are shown and statistical significance was determined by a one-way ANOVA and corrected for multiple comparisons using Dunnett’s multiple comparisons test where a *p_adj_ < 0.05. (**C**) Polysome profiles of wild-type and mutant strains during meiosis; these data are from one biological replicate. (**D**) Quantitation of Dbp1 levels when expressed from tagged alleles at its endogenous locus or from the exogenous *LEU2* locus (*dbp1∆::kanMX6 leu2::pDBP1-DBP1-3V5*) as determined by western blotting. Data represent an average of three biological replicates and error bars show SD. Statistical significance was determined by a two-way ANOVA corrected for multiple comparisons with the Šidák multiple comparison test where a *p_adj_ < 0.05. (**E**) Calculated doubling times for various cassette replaced mutants in the non-fermentable carbon source glycerol. Four independent biological replicates were analyzed and statistical significance was determined by a one-way ANOVA and adjusted for multiple comparisons with Dunnett’s multiple comparison test reported *p_adj_ < 0.05 and **p_adj_ < 0.005.

Disruption of mitochondrial translation, and ultimately function, would be expected to lead to cellular fitness defects. Based on the apparent mitochondrial defects observed in the mass spectrometry data, we hypothesized that *dbp1Δ::kanMX6* cells would grow poorly in conditions in which elevated mitochondrial function is required. Consistently, *dbp1Δ::kanMX6* cells exhibited severe growth defects in media containing only non-fermentable carbon sources, such as glycerol or acetate (Figure 2—figure supplement 1D). Additionally, growth defects were evident in *dbp1Δ::kanMX6* cells grown in rich media (YEP dextrose or sucrose) during post-diauxic growth stages, after saturated cultures have exhausted fermentable carbon source availability and begin to utilize ethanol through respiration (Figure 2—figure supplement 1E). To determine whether these phenotypes were due to cassette-induced *MRP51* mis-regulation or loss of Dbp1 protein, we tested whether they could be rescued by exogenous expression of either Dbp1 or Mrp51. All *dbp1Δ::kanMX6* growth defects observed in conditions requiring elevated mitochondrial function remained similar with and without exogenous Dbp1 expression. In contrast, exogenous expression of Mrp51 rescued all previously observed respiratory growth defects of the *dbp1Δ::kanMX6* strain, confirming these phenotypes resulted from disrupted expression of Mrp51, rather than lack of Dbp1 protein (Figure 2B; Figure 2—figure supplement 2A,B).

We next assessed whether other observed phenotypes in *dbp1Δ::kanMX6* cells were due to off-target mis-regulation of *MRP51* or loss of Dbp1 protein. The sporulation defect observed in *dbp1Δ::kanMX6* cells was not rescued by exogenous Dbp1 but was fully rescued by exogenous Mrp51 expression (Figure 2C). Based on these results, we propose that this defect results from the dependency of meiotic cells on respiratory function (Jambhekar and Amon, 2008). Finally, polysome profiles of *dbp1Δ::kanMX6* cells exogenously expressing Mrp51 looked similar to wild-type polysomes while polysomes from *dbp1Δ::kanMX6* cells with or without exogenous expression of Dbp1 were indistinguishable (Figure 2—figure supplement 2C). In light of these data, we conclude that the reduced bulk cytoplasmic translation phenotypes observed in *dbp1Δ::kanMX6* cells reflected a cellular response to mitochondrial dysfunction due to off-target Mrp51 mis-regulation rather than loss of Dbp1 protein. Mitochondrial dysfunction and translation rates have both previously been shown to impact the TOR pathway and thus influence global translation (Gao et al., 2016; Jazwinski, 2013; Raught et al., 2001; Topf et al., 2019), consistent with our findings.

To ensure that the inability of Dbp1 to rescue phenotypes in *dbp1Δ::kanMX6* cells was not due to a lack of exogenous expression, we compared Dbp1 levels from the endogenous and exogenous loci. Western blot analysis revealed that the level of Dbp1 expressed from the exogenous integration was highly similar to that of the endogenous locus (Figure 2—figure supplement 2D). We conclude that resistance cassette insertion at the *DBP1* locus is sufficient to cause widespread off-target phenotypes by mis-regulation of Mrp51. These data raised concerns, given the widespread use of expression cassette insertion in genome editing and were consistent with the phenomena of the NGE (Ben-Shitrit et al., 2012; Atias et al., 2016; Egorov et al., 2021), identified by analysis of deletion collection mutant phenotypes. While these results were disappointing for our study of the function of Dbp1 helicase, they highlighted this locus as a useful context to dissect the mechanism behind, and ideally to fix, these poorly understood cassette-related side effects.

To assess whether cassette-driven off-target effects were common to a specific feature of the kanMX6 and hphMX4 cassettes, we replaced the *DBP1* ORF in wild-type cells with two additional cassettes, including one (natMX6; Figure 2D) that shared the *pTEF* and *tTEF* regulatory regions with kanMX6 and hphMX4 and one (*TRP1*; Figure 2D) that did not and is relatively lowly expressed. Insertion of either additional cassette led to a growth defect in non-fermentable carbon source compared to wild-type cells that was similar to that seen with kanMX6 insertion (Figure 2D, Figure 2—figure supplement 2E). As all reported cases of NGE have represented gene replacements with the commonly used kanMX modules, it was previously unclear whether this effect simply represented a problematic feature of kanMX. Our data indicate that the aberrant-transcript-driven mis-regulation of *MRP51* is a general consequence of expression cassette insertion rather than a specific result of any sparticular cassette feature .

### Transcription-terminator-flanked cassettes prevent adjacent gene mis-regulation

We reasoned that if the expression cassette inserted at the *DBP1* locus drove transcription that altered neighboring gene expression, ‘insulation’ of neighboring genomic regions from transcriptional activity of the cassette should prevent these off-target effects. Toward this end, we placed strong transcription terminator sequences flanking both ends of the resistance cassette (Song et al., 2016). This included placing a portion of the *DEG1* terminator 5′ to the *TEF* promoter, and either the same *DEG1* terminator or the *CYC1* terminator sequence 3′ to the *TEF* terminator within the kanMX6 cassette (Figure 3A). We named these plasmids ‘kanMX6-ins1’ and ‘kanMX6-ins2’ and used them to replace *DBP1* using the same primers and insertion location as before. Both *dbp1Δ::kanMX6-ins* strains grew at wild-type rates in the non-fermentable carbon source, glycerol, in contrast to cells housing the original cassette replacement (Figure 3B, Figure 3—figure supplement 1A). Consistent with this finding, levels of Mrp51 protein in the *dbp1Δ::kanMX6-ins* strains were similar to those in wild-type cells (Figure 3C, D). Finally, 5′ rapid amplification of cDNA ends (5′RACE) confirmed that the *MRP51* transcript produced in the *dbp1Δ::kanMX6-ins* strains was the same as that seen in wild-type cells, as opposed to the synthetic *MRP51* LUTI in the initial cassette-inserted strains (Figure 3E, Figure 3—figure supplement 1B,C). To facilitate the use of this strategy and prevent aberrant transcription and neighboring gene mis-regulation in future studies, we created three additional ‘insulated’ cassettes housing the selection markers *TRP1*, *his5^+^* (*S. pombe HIS5*; which complements *S. cerevisiae his3*), and *nat^r^* (nourseothricin resistance) within the classic ‘MX6’ backbone (Longtine et al., 1998; Wach et al., 1997; Wach et al., 1994; Figure 3F).

**Figure 3.**
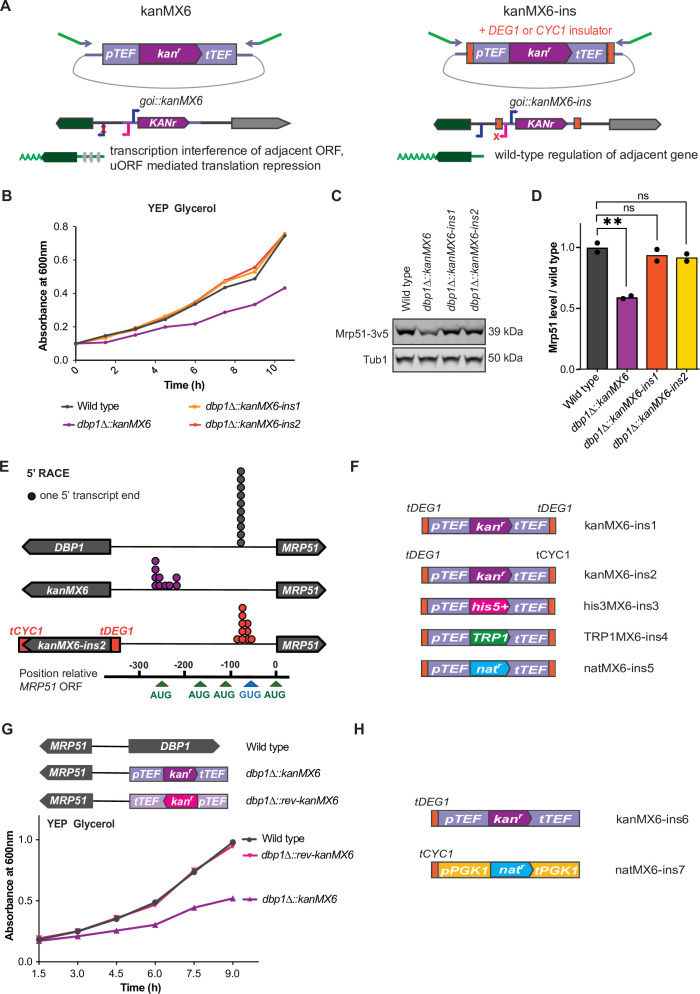
Transcription-terminator-flanked cassettes prevent adjacent gene mis-regulation. (**A**) Design of ‘insulated’ kanMX6-ins cassettes and proposed model. The *DEG1* transcription terminator sequence was inserted 5′ of the *TEF* promoter and either the *DEG1* or *CYC1* terminator was inserted 3′ of the *TEF* terminator in pFA6a-kanMX6 (Longtine et al., 1998). “goi” in the cartoon is an abreviation for “gene of interest”. (**B**) A single representative trace showing growth of *dbp1Δ::kanMX6* and *dbp1Δ::kanMX6-ins* strains compared to wild-type in YEP glycerol. Three independent replicates were performed and the doubling time for each replicate is shown in Figure 3—figure supplement 1A. (**C**) Western blots for Mrp51-3v5 levels in *dbp1Δ::kanMX6* and *dbp1Δ::kanMX6-ins* cells compared to wild-type during mitotic exponential growth in rich media. For full blot scans see Figure 3—source data 1. (**D**) Quantification of western blots as in (**C**), with Mrp51 normalized to Tub1 (alpha tubulin). Data shown are two independent biological replicates. Statistical significance was determined by a one-way analysis of variance (ANOVA) adjusted for multiple comparisons using Dunnett’s multiple comparisons test where **p_adj_ < 0.005. (**E**) 5′ rapid amplification of cDNA ends (RACE) demonstrates the 5′ ends of transcripts produced in wild-type, *dbp1Δ::kanMX6*, and *dbp1Δ::kanMX6-ins* strains. Gel demonstrating 5′ end products sequenced for each sample and the exact 5′ mRNA end sequences listed in Figure 3—figure supplement 1B,C. (**F**) Schematics of improved selection cassettes cloned with terminators insulating the 5′ and 3′ cassette ends. (**G**) Top: schematic of the reversed orientation cassette inserted at the *DBP1* locus. Bottom: a single representative growth curve of wild-type, *dbp1∆::kanMX6*, and *dbp1∆::rev-kanMX6* cells grown in the non-fermentable carbon source glycerol. Four independent biological replicates were analyzed and doubling times for each replicate are shown in Figure 3—figure supplement 2A. (**H**) Design of two additional cassettes with minimal sequence overlap, to enable their paired use in the same strain, and insulated only on the 5′ cassette end. Growth data for these new cassettes in Figure 3—figure supplement 2B. Figure 3—source data 1.Zipped folder containing uncropped tif image of western blot shown in Figure 3 with and without labels on the relevant samples and bands.

**Figure 3—figure supplement 1.**
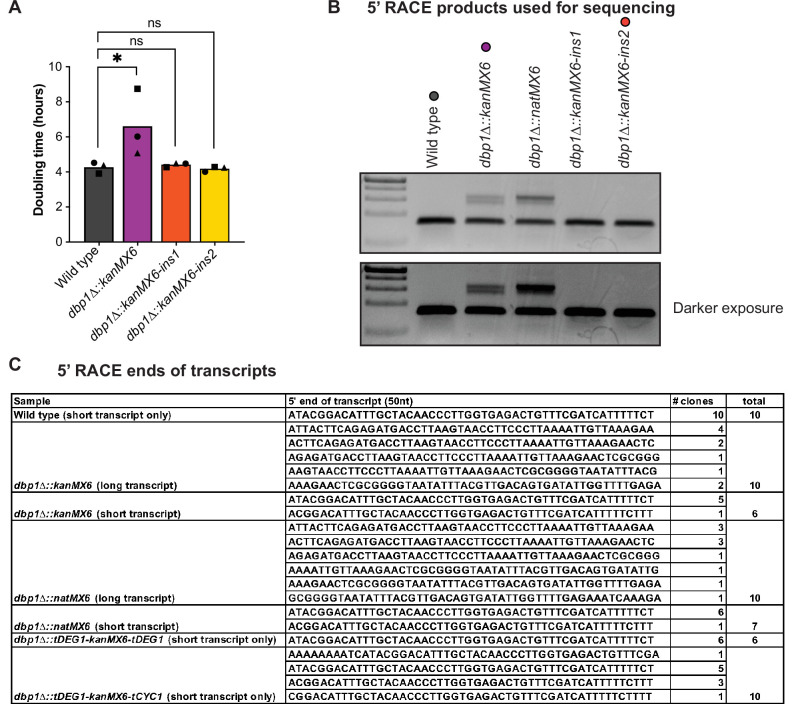
*DBP1* ORF replacement with kanMX6-ins cassettes yields wild-type *MRP51* transcripts and growth rates. (**A**) Calculated doubling times of wild-type, *dbp1∆::kanMX6*, and *dbp1∆::kanMX6-ins* strains in the non-fermentable carbon source glycerol. Data from three independent replicates are shown and statistical significance was determined by one-way analysis of variance (ANOVA) corrected for multiple comparisons with Dunnett’s multiple comparison test where a *p_adj_ < 0.05. (**B**) PCR amplified 5′ ends of cDNA from wild-type, *dbp1Δ::kanMX6*, *dbp1Δ::natMX6*, *dbp1Δ::kanMX6-ins1*, and *dbp1Δ::kanMX6ins-2*. Colored dots represent the color each sample is depicted with in Figure 3E. Bottom image is darker exposure of the same gel to demonstrate lack of *MRP51* LUTI in insulated cassette samples. See Figure 3—figure supplement 1—source data 1 for uncropped of gels. (**C**) The exact 5′ ends of transcripts sequenced to identify the start site of each transcript as well as the number of transcripts analyzed that mapped to a given position. Figure 3—figure supplement 1—source data 1.Zipped folder containing uncropped tif image of agarose gel showing the amplified 5′ RACE products sequenced in Figure 3 and shown in Figure 3—figure supplement 1.

**Figure 3—figure supplement 2.**
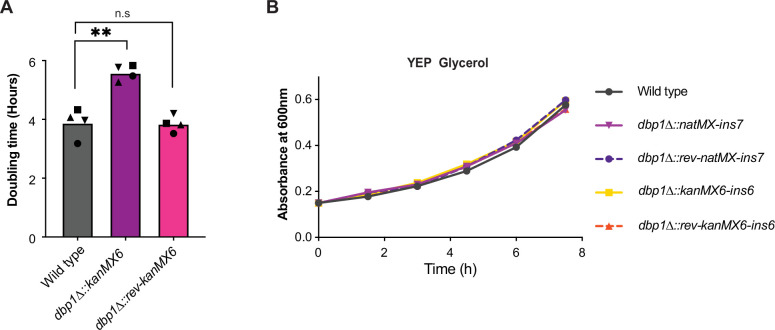
*MRP51* mis-regulation is caused by cassette promoter-driven divergent transcription. (**A**) Calculated doubling times of wild-type, *dbp1∆::kanMX6*, and *dbp1∆::rev-kanMX6* strains in the non-fermentable carbon source glycerol. Data from four independent replicates are shown and statistical significance was determined by use of a one-way analysis of variance (ANOVA) corrected for multiple comparisons with Dunnett’s multiple comparison test where a **p_adj_ < 0.005. (**B**) Growth curves of forward and reverse oriented 5′ insulated kanMX6 cassettes inserted at the *DBP1* locus in the non-fermentable carbon source glycerol. For this experiment, a single biological replicate was analyzed. Cassettes used are shown in Figure 3H.

While flanking both ends of the cassette with transcription terminator sequences was sufficient to prevent off-target mutant phenotypes at the *DBP1/MRP51* locus, we wished to identify the root cause of neighboring gene mis-regulation. Previous work had suggested that the unusually high expression level of the kanMX6 cassette could cause gross chromatin changes that lead to local changes in transcription, and the NGE (Ben-Shitrit et al., 2012; Egorov et al., 2021). However, the similar off-target respiratory growth phenotype observed when *DBP1* was replaced with either the *kanMX6* or *TRP1* cassettes, driven by the *A. gossypii TEF* and *S. cerevisiae TRP1* promoters, respectively, led us to disfavor this model, as *pTRP1* expression is several-fold lower than *pTEF*. Because bidirectional transcription has been shown to occur from most, if not all, promoters (Neil et al., 2009; Xu et al., 2009; Wei et al., 2011; Teodorovic et al., 2007; Preker et al., 2008; Core et al., 2008; Seila et al., 2008), and the observed aberrant transcript originated from the promoter-proximal end of the cassette, we hypothesized that bidirectional promoter activity from the *TEF* promoter was the most likely cause of *MRP51* LUTI-based repression. Consistent with this model, both *S. cerevisiae pTEF1* and *pTRP1* display bidirectional activity at their endogenous loci, as determined by tiling array analysis and nascent transcript sequencing (NETseq) (Xu et al., 2009; Churchman and Weissman, 2011). We first tested this model by inserting a kanMX6 cassette in the reverse orientation at the *DBP1* locus. This would not be expected to prevent gross chromatin changes caused by extremely high expression of the *kan^r^* gene but would move *pTEF* away from *MRP51* (Figure 3G, Figure 3—figure supplement 2A). Indeed, we found that replacing *DBP1* with the reversed *kanMX6* cassette did not result in a respiratory growth defect (Figure 3G; Figure 3—figure supplement 2A). Considering these data, and the knowledge that shared homology between cassettes can reduce the efficiency of targeted insertions when used sequentially, we constructed two more ‘insulated’ cassettes containing only a single additional terminator (*tDEG1* or *tCYC1*) (Song et al., 2016) flanking each promoter and sharing no regulatory sequences with each other. Furthermore, to prevent the possibility of recombination between endogenous sequences and these new cassettes, we used the *PGK1* promoter and terminator sequence from *C. glabrata* to drive resistance ORF expression (Figure 3H). Use of these two new insulated cassettes to replace *DBP1* in the forward and reverse orientation confirmed that neither cassette caused a respiratory growth defect, in either orientation (Figure 3—figure supplement 2B).

### Cassette insertion drives the production of divergent transcripts at all loci but local sequence features determine their length and stability

Though severe off-target effects driven by a stable divergent transcript were observed with cassette replacement of *DBP1*, cassette replacement occurs at many loci without neighboring gene disruption. To better understand how the mis-regulation occurring with cassette insertion at the *DBP1* locus compared to effects at other loci, we analyzed mRNA-seq and ribosome profiling data over genomic intervals surrounding cassette insertions from 18 additional cassette-replacement mutant datasets from our laboratory (Cheng et al., 2019), and one case in which only mRNA-seq data were available. All analyzed mutants contained a single ORF replaced with either the kanMX6 or natMX6 resistance cassettes and samples were collected during mitotic exponential growth. mRNA-seq data revealed stable divergent transcripts stemming from cassette-mediated gene replacements at 5 of these 19 loci (Figure 4A–E). For all five of these examples, the aberrant transcript was driven from the 5′ end of the resistance cassette, like in *dbp1Δ::kanMX6* cells (Figure 1E; Figure 4A–E), and consistent with a model whereby bidirectional transcription from the cassette promoter drives aberrant neighboring transcripts. However, unlike the strong mis-regulation of *MRP51* seen with *DBP1* ORF replacement, these divergent transcription events had no obvious effect on the translation of adjacent genes, and a lack of apparent uORF translation in the extended 5′ mRNA regions (Figure 4A–D). For four of these new cases in which aberrant transcription resulted from a cassette-based deletion, the adjacent gene was positioned in the same orientation as the aberrant TSS thus it would be possible for synthetic LUTI-based repression to occur as was observed for *MRP51*. Although, we also note that for three of these four cases, expression of the adjacent ORF was low, even in wild-type cells, and thus mis-regulation of these genes may be difficult to detect under these conditions (Figure 4B–D). For the last case, in which *UPF1* was replaced with the natMX6 cassette, an abundant cassette-induced divergent transcript was observed. However, the adjacent *ISF1* gene was oriented antisense to this transcript and there was no evidence of its transcription with or without natMX6 insertion at *UPF1* (Figure 4E); hence, there was no baseline expression to disrupt. Together, these data suggest that stable cassette-induced divergent transcripts are fairly common (occurring at 6/20 of loci analyzed here), but that severe phenotypic consequences are more rare.

**Figure 4.**
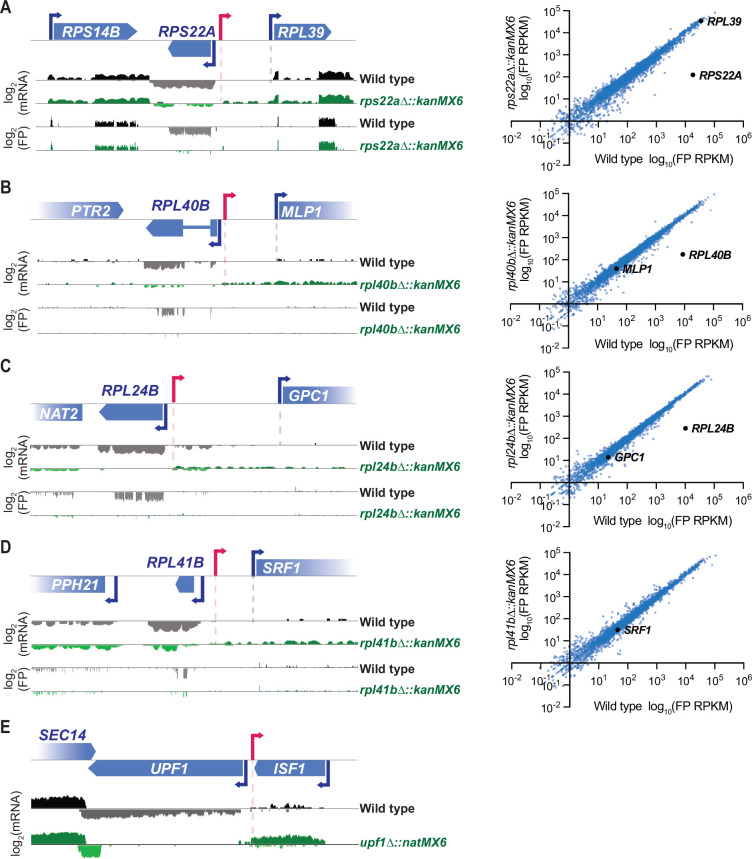
Stable resistance cassette-induced divergent transcripts are observed at ~30% of inserted loci. (**A–D**) 18 ribosomal protein deletions generated by ORF replacement with kanMX6 from Cheng et al., 2019 were observed for cassette-driven divergent transcription events. Left, ribosome profiling footprint (FP) and mRNA-seq reads aligned to the ORF-replaced locus for each strain. Right, FP RPKM for every ORF expressed in the mutant and wild-type strains with the deleted ORF and its potentially disrupted genomic neighbor marked in black. Data were collected from vegetative exponentially growing cells. (**D**) Note: *RPL41B* is not quantified in translation graph because the ORF is only 25 amino acids long. (**E**) mRNA-seq reads aligned to the replaced locus in a *upf1Δ::natMX6* mutant. Data were collected from vegetative exponentially growing cells. For raw data see Figure 4—source data 1. (**A–E**) Data shown here represent a single biological replicate for each experiment and pink arrows denote likely divergent transcription start site (TSS). Figure 4—source data 1.Zipped folder containing wig files for mRNA-seq reads surrounding the *UPF1* locus in wild-type and *upf1Δ::natMX6* cells.txt (wiggle files) used to generate Figure 4E genome browser track figure. *UPF1* ORF coordinates 415,257–418,173 on chr 13. 2 kb upstream of *UPF1* and 1 kb downstream of *UPF1* are included.

We noted that the divergent transcript observed with cassette insertion at the *UPF1* locus (Figure 4E), which encodes a gene that drives nonsense-mediated RNA decay (NMD) (Hug et al., 2016), was more abundant than any other example we found. This combined with the lack of stable divergent transcripts at ~70% of cassette-inserted loci*,* led us to wonder if RNA degradation could mask aberrant transcription events. Although NMD might be expected to target a subset of aberrant transcripts that reach the cytosol, nuclear exosome activity seemed likely to be a more major contributor (Hug et al., 2016; Gudipati et al., 2012; Wyers et al., 2005). In fact, one of the studies that initially identified bidirectional transcription as a feature of eukaryotic promoters relied on cells lacking nuclear exosome activity by loss of function of the nuclear catalytic subunit Rrp6 (Xu et al., 2009). It subsequently became clear that an alternative transcription termination mechanism, the ‘NNS’ pathway—named for complex subunits Nrd1, Nab3, and Sen1—leads to termination of most divergent transcripts and their rapid degradation by the Rrp6/exosome (Gudipati et al., 2012; Porrua and Libri, 2015; Wyers et al., 2005; Schulz et al., 2013; Steinmetz et al., 2001).

To test if Rrp6/exosome-mediated degradation was masking divergent transcripts produced from cassette insertion, we analyzed published global mRNA data from strain backgrounds with cassette insertions in an *rrp6∆* strain background. For four cassette-replaced loci, control data were also available for the cassette replacement in the presence of *RRP6* (Figure 5A–D; Malabat et al., 2015; Wang et al., 2020; Rege et al., 2015). For all of these cases, a divergent transcript from the site of cassette insertion was observed in *rrp6∆* cells that either was absent or less abundant in the *RRP6* control (Figure 5A–D). Interestingly, this included a case in which *UPF1* was deleted by cassette insertion and 5′ transcript ends were sequenced (Figure 5D; Malabat et al., 2015). Here, the divergent transcript’s 5′ end was observed in the *RRP6* control*,* consistent with our data, but was even more abundant in *rrp6∆* cells (Figure 4E; Figure 5D). In the three other cases, for which data were available for cassette insertions in a *rrp6∆* background but not a *RRP6* control strain, including data for a *rrp6∆::kanMX6* mutant itself, cassette-induced divergent transcripts were apparent (Figure 5—figure supplement 1A–C; Wang et al., 2020; Schmidt et al., 2012). Thus, for 7/7 (100%) of loci, replaced with a variety of cassettes, divergent transcripts were observed from inserted cassettes when nuclear exosome function was absent (achieved by *rrp6∆;* Figure 5A–D, Figure 5—figure supplement 1A–C). Although this sample size is not large (*n* = 7: *rrp6∆*, *n* = 20: *RRP6*), this result supports the model that expression cassette insertion always leads to production of a divergent transcript, driven by bidirectional promoter activity, but that these transcripts are usually terminated and degraded in cells with normal nuclear exosome activity. Together, these data argue that all loci are susceptible to cassette-induced bidirectional-promoter-driven production of divergent transcripts, but additional local characteristics at many loci prevent divergent transcription from disrupting neighboring genes.

**Figure 5.**
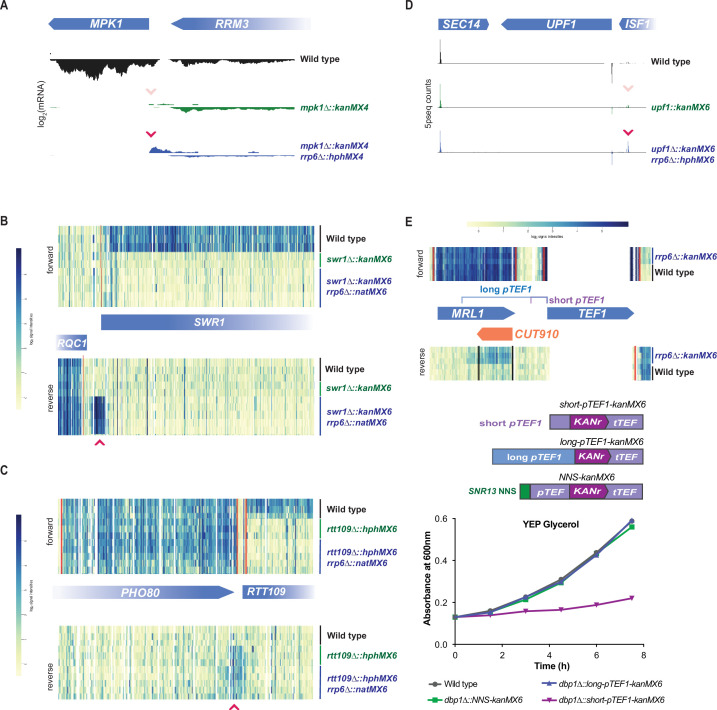
Rrp6-mediated decay masks divergent transcripts produced from expression cassette promoters at most loci. (**A–D**) Global mRNA data for cassette-inserted mutants in the presence and absence of Rrp6-mediated RNA decay. Pink arrows indicate cassette-driven divergent transcripts enriched in *rrp6∆* backgrounds. (**A**) mRNA-seq data for wild-type, *mpk1∆::kanMX4*, and *mpk1∆::kanMX4 rrp6∆::hphMX4* cells from Wang et al., 2020 are shown over the genomic region including *MPK1* and its neighboring gene. (**B**) Tiling array data for wild-type, *swr1∆::kanMX6*, and *swr1∆::kanMX6 rrp6∆::natMX6* cells from Rege et al., 2015 are shown over the genomic region including *SWR1* and its neighboring gene. (**C**) Tiling array data for wild-type, *rtt109∆::hphMX6*, and *rtt109∆::hphMX6 rrp6∆::natMX6* cells from Rege et al., 2015 are shown over the genomic region including *RTT109* and its neighboring gene. (**D**) 5prime-seq data for wild-type, *upf1∆::kanMX6*, and *upf1∆::kanMX6 rrp6∆::hphMX6* cells from Malabat et al., 2015 are shown over the genomic region including *UPF1* and its neighboring genes. (**E**) Top: tiling array data for wild-type and *rrp6∆::kanMX6* cells from Xu et al., 2009 are shown for the genomic region surrounding *S. cerevisiae pTEF1*. The *TEF1* ORF shares high sequence homology with *TEF2*, leading to the lack of unique mapped reads in that region. Position of the natural divergent unstable transcript (*CUT910*) in relation to the long and short *pTEF1* regions used below. Middle: schematics of constructs including the short and long *S. cerevisiae pTEF1* regions in place of *pTEF* in the *kanMX6* cassette are shown, as is a version of *kanMX6* in which the NNS termination site for *SNR13* is inserted flanking *pTEF*. Bottom: representative growth curves of wild-type, *dbp1∆::long-pTEF1-kanMX6*, *dbp1∆::short-pTEF1-kanMX6*, and *dbp1∆::NNS-pTEF-kanMX6* cells are shown in YEP glycerol. Four independent replicates were analyzed and calculated doubling time for each replicate is shown in Figure 5—figure supplement 1D.

**Figure 5—figure supplement 1.**
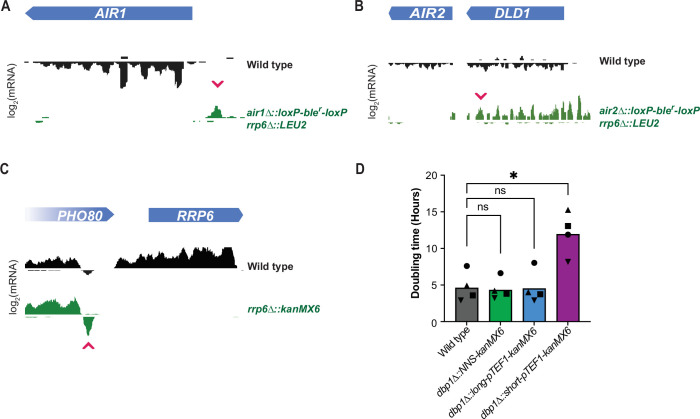
Cells lacking Rrp6 express stable divergent transcripts from all inserted cassette promoters. (**A–C**) Global mRNA-seq data of cassette insertions in *rrp6∆* backgrounds, pink arrows denote cassette-driven divergent transcripts. (**A**) Data for wild-type and *air1∆::loxP-ble^r^-loxP rrp6∆::LEU2* from Schmidt et al., 2012 are shown over the genomic region for *AIR1*. Note that the loxP-flanked cassette was not removed in this study. (**B**) Data for wild-type and *air2∆::loxP-ble^r^-loxP rrp6∆::LEU2* from Schmidt et al., 2012 are shown over the genomic region for *AIR2*. Note that the loxP-flanked cassette was not removed in this study. (**C**) mRNA-seq data for wild-type and *rrp6∆::kanMX6* cells from Wang et al., 2020 are shown over the genomic region including *RRP6* and its neighboring gene. (**D**) Calculated doubling times of wild-type, *dbp1∆::NNS-kanMX6*, *dbp1∆::long-pTEF1-kanMX6*, and *dbp1∆::short-pTEF1-kanMX6* strains, defined in Figure 5E, grown in the non-fermentable carbon source glycerol. Data from three independent replicates are shown and statistical significance was determined by one-way analysis of variance (ANOVA) corrected for multiple comparisons with Dunnett’s multiple comparison test where a *p_adj_ < 0.05.

**Figure 5—figure supplement 2.**
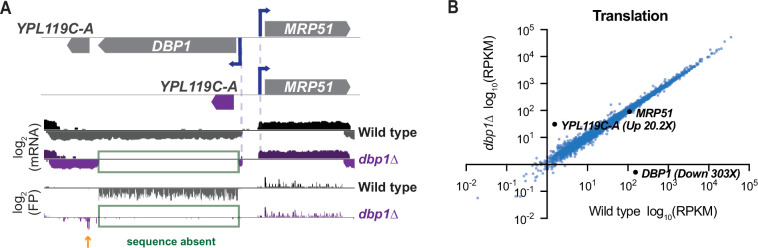
Cas9-mediated cassette-free deletion of *DBP1* ORF causes aberrant translation of an ORF within the *dbp1Δ* 3′UTR. (**A**) Ribosome profiling footprint (FP) and mRNA-seq reads mapped to the *DBP1* locus in wild-type and *dbp1Δ* (ORF removed with no resistance marker inserted) cells. Samples were collected during meiosis. (**B**) Translation (FP RPKM) for all genes expressed in *dbp1Δ* and wild-type cells during meiosis. See Figure 5—figure supplement 2—source data 1 for all quantified genes. Figure 5—figure supplement 2—source data 1.RPKM values for all genes quantified in ribosome profiling experiment shown in Figure 5—figure supplement 2.

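Ribosome profiling, which sequences the mRNA fragments protected by ribosomes (footprints), was carried out on 2 libraries of wild-type cells and 2 libraries of cells in which the *DBP1* ORF had been removed with Cas9 and no marker inserted. All 4 libraries came from diploid SK1 cells collected 6 h after transfer to rich SPO medium with 2% potassium acetate. The paper gives the cycloheximide treatment before freezing as 100 µg/ml, and the sample labels give it as 100 µM for 30 s. The authors deposited footprint RPKM values for 5371 ORFs in each library separately, without pooling replicates and without scaling between libraries, and mRNA-seq values for these cells were not analysed here. The depth that the RPKM values imply was 5294778 and 4619165 reads for wild-type replicates 1 and 2, and 5789192 and 4971127 reads for *dbp1Δ* replicates 1 and 2. From these values the mean RPKM of each genotype was taken, and each ORF was tested with limma on log2(RPKM + 0.5), a scale on which changes of ORFs with low RPKM are understated. With 2 libraries against 2, an exact permutation test of a single ORF cannot give a two-sided p below 0.333, so no such test was made.
*DBP1* itself, YPL119C in the files, was at 164 and 147 RPKM in wild-type replicates 1 and 2, from 1560 and 1216 reads, and at 0.578 and 0.449 RPKM in *dbp1Δ* replicates 1 and 2, from 6 and 4 reads. The mean fell from 155 ± 12.4 RPKM (SD, n = 2 libraries) to 0.513 ± 0.0914 RPKM (SD, n = 2 libraries), a 303-fold difference, so both libraries labelled *dbp1Δ* lacked the *DBP1* footprints that both wild-type libraries had. Its log2 fold change was -7.27 (standard error 0.22, adjusted p = 4.40e-06 from limma with Benjamini-Hochberg adjustment). Pairing libraries by replicate number gave log2 differences of -7.26 and -7.28, and the crossed pairing gave -7.09 and -7.44.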

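Of the ORFs listed, 5338 had a mean of at least 1 RPKM over the 4 libraries and were tested. After Benjamini-Hochberg adjustment of the limma p-values, 2 ORFs had an adjusted p under 0.05, of which 1 was lower in *dbp1Δ* (*DBP1*) and 1 was higher (YPL119C-A). At an unadjusted p under 0.05 there were 89 ORFs. The alternatives that moved the count most were the fits with the replicate number as a block. They gave 25 ORFs with same-numbered libraries paired and 28 with the crossed pairing, and both fits included *DBP1* and YPL119C-A. The deviations of same-numbered libraries from their genotype means had a correlation of -0.135 across ORFs, so over all ORFs these libraries did not deviate together. The correlation cannot tell whether they were processed together. On simulated reads with known changes, 6.67% of the calls of the fit with the block were false, against 0.578% of the calls of the fit without it. All ORFs of a genotype had the same spread in that simulation. These shares therefore do not tell how many of the 25 or 28 calls were false.
The mean RPKM differed 2-fold or more between genotypes, on the log2(mean RPKM + 0.5) scale, for 30 ORFs, of which 22 were higher and 8 were lower in *dbp1Δ*. This difference has no test, and its direction depends on the *dbp1Δ* library used. Without *dbp1Δ* replicate 2, 71 ORFs were higher and 48 lower, and without *dbp1Δ* replicate 1 the excess reversed, with 6 ORFs higher and 29 lower. Across the tested ORFs, Pearson's r between the genotype means was 0.993. The same measure was 0.992 between the 2 wild-type libraries and 0.978 between the 2 *dbp1Δ* libraries, where single libraries and not means are compared. ORFs are not independent replicates, so no p-value is given for r. After *DBP1* and YPL119C-A, the ORFs with the largest fold changes were *DIT1*, higher by 1.84 on the log2 scale, and *FIT3*, whose log2 fold change was -1.68. *DIT1* was at 34.1 and 41.5 RPKM in wild-type replicates 1 and 2 and at 243 and 76.5 in *dbp1Δ* replicates 1 and 2. *FIT3* was at 43.0 and 59.3 RPKM in wild type and at 5.13 and 44.5 in *dbp1Δ*, so its fall rests on *dbp1Δ* replicate 1. *DIT1* and *FIT3*, singled out after their values were seen, did not pass the adjusted threshold without the block.

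**Figure D1:**
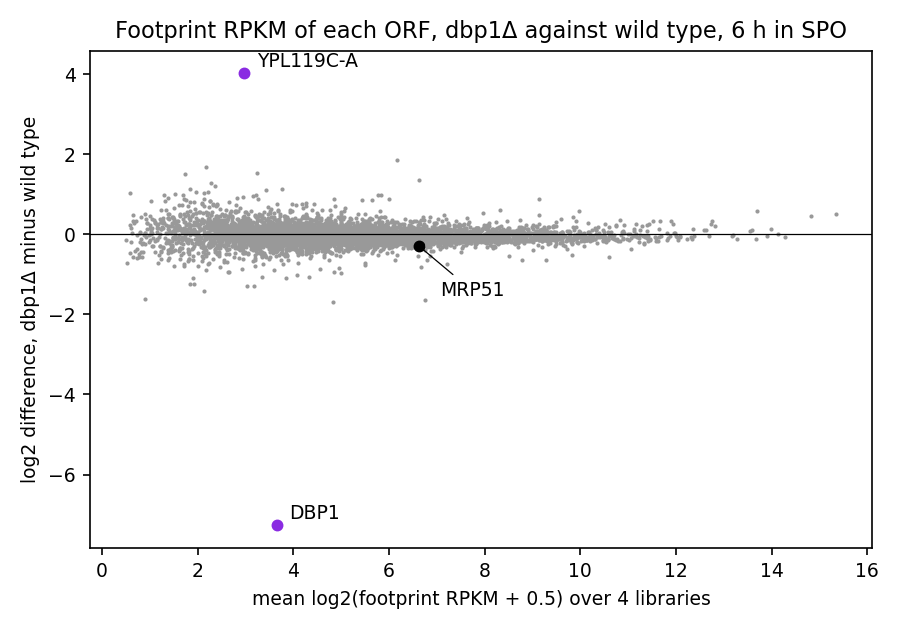
Difference in footprint RPKM between *dbp1Δ* and wild type for each tested ORF (y axis, log2 fold change) against its mean log2(RPKM + 0.5) over the 4 libraries (x axis); each grey point is an ORF. *DBP1* lies at -7.27 and YPL119C-A at 4.02, apart from the other ORFs, and *MRP51*, drawn in black, lies at -0.30.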

Placement of large regions of DNA from other yeast species into *S. cerevisiae* results in an increased amount of divergent transcription from the foreign promoters, relative to endogenous *S. cerevisiae* promoters in the same cells (Jin et al., 2017). Because the *pTEF* version in commonly used budding yeast expression cassettes, including kanMX, is derived from *A. gossypii*, we wondered if species-specific regulation exacerbates the divergent transcription that we observe with cassette insertion (Wach et al., 1994). To test this, we swapped the *pTEF* in kanMX6, with the homologus *S. cerevisiae pTEF1* region and inserted the new cassette at the *DBP1* locus (Figure 5E; *short-pTEF1*). Insertion of the *S. cerevisiae TEF1* promoter caused an even stronger respiratory growth defect than was observed with the original *A. gossypii pTEF* (Figure 5E, Figure 5—figure supplement 1D). This result is consistent with our finding that the *S. cerevisiae TRP1* promoter can drive divergent transcription and neighboring gene disruption (Figure 2D, Figure 2—figure supplement 2E), and argues that off-target effects stemming from expression cassette insertion are not solely a result of inserting a foreign promoter sequence into *S. cerevisiae*.

Even at its endogenous locus, *S. cerevisiae pTEF1* drives a divergent transcript (cryptic unstable transcript 910; ‘*CUT910*’) that is unstable due to Rrp6/exosome activity (Figure 5E; Xu et al., 2009), which degrades NNS-terminated divergent transcripts (Fox et al., 2015). The early termination and degradation of *CUT910* presumably protects the neighboring locus *MRL1* from transcription interference (Xu et al., 2009). We thus hypothesized that neighboring gene disruption by divergent transcripts resulting from bidirectional *pTEF1* (or *pTEF*) activity at expression cassette insertion sites is partially a result of the use of a ‘minimal’ promoter region. While this region is competent to drive transcription of a transgene, it is devoid of its larger natural context and evolved failsafe mechanisms, including NNS-based termination signals, which prevent bidirectional transcripts from interfering with neighboring loci (Schulz et al., 2013; Porrua and Libri, 2015). Indeed, we found that when the minimal *short-pTEF1* was replaced with a longer region of the endogenous promoter region, including the predicted termination site for *CUT910* (Xu et al., 2009; Figure 5E; *long-pTEF1*), the respiratory growth defect seen with *short-pTEF1* insertion was alleviated (Figure 5E). We concluded that the off-target effect from cassette insertion is a result of porting a minimal *pTEF1* out of its native context, which leads to unmasking, in some insertion sites, of strong divergent transcript production.

These data suggested that naturally occurring NNS termination sites may be an important contributing factor in determining which loci are sensitive to the cassette-driven NGE. For many loci, the cassette-driven divergent transcripts observed in the *rrp6∆* strains were short, likely reflecting termination by the NNS pathway. Though short binding preference motifs have been determined for the NNS complex, predictions of naturally occurring NNS termination signals based on sequence alone is difficult (Porrua and Libri, 2015; Carroll et al., 2004). Therefore, to test the sufficiency of the NNS termination pathway to terminate and prevent cassette-induced neighboring gene disruption, we tested whether a validated NNS termination site flanking *pTEF* in the kanMX6 cassette could reduce the impact of divergent transcription caused by cassette insertion at *DBP1*. We found that the ~150 bp intergenic region directly following mature *SNR13* RNA, which has been shown to induce NNS-based termination in exogenous transcripts, was sufficient to protect the *MRP51* locus from cassette-induced LUTI-based repression (Steinmetz et al., 2001; Schaughency et al., 2014). This was demonstrated by the wild-type growth rates observed in non-fermentable carbon sources when the NNS-kanMX6 cassette was inserted at the *DBP1* locus (Figure 5E).

## Discussion

In this study, we provide evidence that genome-inserted expression cassettes drive bidirectional transcription and the production of divergent transcripts that can repress neighboring genes in yeast, resulting in potent off-target effects, even in carefully designed single-gene studies. Our data also provide a mechanism for the mysterious NGE, identified in analyses of yeast deletion collection studies, and clarify why some loci are susceptible to off-target effects, while some are immune (Ben-Shitrit et al., 2012; Atias et al., 2016; Egorov et al., 2021; Makeeva et al., 2019). We find that expression cassette insertion at *DBP1* reduces the translation of neighboring gene *MRP51* through a divergent LUTI driven by the bidirectional activity of cassette promoters (Neil et al., 2009; Xu et al., 2009; Churchman and Weissman, 2011). Production of this divergent transcript drives both transcription interference and uORF-based translation repression for *MRP51* (Chia et al., 2017; Chen et al., 2017; Cheng et al., 2018). Because most, if not all, eukaryotic promoters are thought to be bidirectional, these data suggest that any inserted expression cassette containing a promoter could drive neighboring off-target effects (Teodorovic et al., 2007; Neil et al., 2009; Preker et al., 2008; Core et al., 2008; Xu et al., 2009; Seila et al., 2008).

How commonly does expression cassette insertion cause confounding mutant phenotypes? Confidence in the specificity of yeast genome-editing cassettes has motivated their widespread use, and many landmark studies defining the functions of conserved proteins have been performed using this approach. It is routine for multiple loci to be disrupted within the same strain to enable analysis of genetic interactions, and global yeast deletion, hypomorphic, and epitope tag collections were created by use of the kanMX insertion cassette (Giaever et al., 2002; Winzeler et al., 1999; Giaever and Nislow, 2014; Chu and Davis, 2008; Ghaemmaghami et al., 2003; Huh et al., 2003; Breslow et al., 2008). Despite the first reports of NGEs over 10 years ago, the original yeast cassettes remain widely used (Ben-Shitrit et al., 2012). One study that analyzed mutants generated with kanMX modules estimated that replacement at as many as 20% of loci may cause neighboring gene mis-regulation, and ~10% of deletion collection strains have been estimated to demonstrate non-specific phenotypes in genetic interaction data that could be attributed to neighboring gene mis-regulation (Ben-Shitrit et al., 2012; Atias et al., 2016; Egorov et al., 2021). A recent study focused on protein quantification of each yeast deletion collection strain found that one of the most significant factors determining whether a specific protein’s abundance would change following deletion of a gene encoding another protein was whether the genes encoding the protein pair were genomic neighbors (Messner et al., 2022). It is important to note that all previously reported examples of the NGE, including those noted here, focused only on integrations of kanMX modules (Ben-Shitrit et al., 2012; Atias et al., 2016; Egorov et al., 2021; Makeeva et al., 2019; Messner et al., 2022). Our study determined that NGEs are driven by cassettes of disparate sequence. This observation allowed us to determine that the promoter bidirectionality that is inherent to eukaryotic promoters, rather than any feature of a particular cassette sequence, drives neighboring gene disruption. Thus, any expression cassette can cause disruptive NGEs, suggesting a much larger pool of potentially affected mutants than previously considered.

In fact, we found cassette-driven divergent transcripts to be produced at 100% of expression cassette-inserted loci analyzed, but they were often short and masked by exosome-mediated RNA decay. This suggests that additional features local to cassette insertion can prevent off-target phenotypes. Given that bidirectional promoter activity originating from cassettes drives neighboring gene disruption, there are two non-mutually exclusive explanations for why some loci would produce disruptive divergent transcripts and others would not. First, the different chromatin context at inserted loci may affect the bidirectional promoter activity (Churchman and Weissman, 2011; Jin et al., 2017; Struhl, 1985; Porrua and Libri, 2015; Marquardt et al., 2014). Alternatively, bidirectional activity and divergent transcript production could occur at all loci, with off-target effects being prevented in many cases by local sequence characteristics. Our data do not exclude the possibility that chromatin context is a factor, but do suggest that the role of local sequence features in determining the span of divergent transcription is important. One such feature that may naturally prevent neighboring gene disruption at cassette-inserted loci are NNS termination signals, like those known to terminate and prevent endogenously produced divergent transcripts from interfering with neighboring genes (Steinmetz et al., 2001; Schulz et al., 2013; Porrua and Libri, 2015). Both NNS termination signals and canonical coding gene transcription termination sequences were sufficient to prevent to ‘insulate’ bidirectional promoters within selection cassettes inserted at the *DBP1* locus.

How do divergent transcripts from cassette-inserted loci drive off-target phenotypes? While we focused on the integrated transcription and translation regulation driven by LUTI-based disruption of *MRP51* in this study, mis-regulation of adjacent genes by cassette-driven transcription interference alone may be even more frequent. LUTI-based neighboring gene disruption requires the adjacent gene to be in a ‘head-to-head’ orientation, the presence of repressive uORFs upstream of the coding sequence, and a continuous divergent transcript containing the entire ORF of the repressed gene (Chia et al., 2017; Chen et al., 2017; Cheng et al., 2018). Cassette-driven transcription interference, however, can occur regardless of the presence of repressive uORFs upstream of the neighboring coding sequence, does not require the divergent transcript to be continuous over the neighboring ORF, and can act on genes in either orientation to the inserted cassette (Chia et al., 2017; Hirschman et al., 1988; Martens et al., 2004; van Werven et al., 2012; Hongay et al., 2006; Hausler and Somerville, 1979; Adhya and Gottesman, 1982; Proudfoot, 1986; Boussadia et al., 1997; Emerman and Temin, 1984; Corbin and Maniatis, 1989). For example, in haploid cells, induction into meiosis is blocked by the expression of two separate non-coding RNAs that repress an antisense mRNA (*RME2*/*IME4*) or a downstream sense RNA (*IRT1*/*IME1*) via transcription interference (Hongay et al., 2006; van Werven et al., 2012). Transcription interference between loci can be effective over large distances, like the ~1800 nt span over which transcription of the repressive *IRT1* long non-coding RNA represses *IME1* (van Werven et al., 2012).

The type of cassette-mediated off-target effect in this study is difficult to detect or predict by sequence alone. No unexpected mutations exist in these cases and even mRNA measurements of neighboring genes are not diagnostic unless all possible transcript isoforms are measured from a given locus. Additionally, our data suggest that at as many as 70% of cassette-inserted loci, divergent transcripts are produced but degraded by the nuclear exosome, meaning that even the lack of an observable stable divergent transcript is not sufficient to conclude wild-type regulation from a cassette-adjacent gene because disruption can occur regardless of the transcript’s stability. Measuring translation or protein levels for adjacent genes should be diagnostic of this undesirable side effect, but ribosome profiling is not a routine experiment that is applied to most mutants, and tagging proteins can alter function and regulation. Additionally, as many genes are expressed in a condition-specific manner, measurement of the adjacent gene’s protein levels compared to wild-type may give false confidence unless the proper conditions are chosen. Consistently, we observed condition-specific manifestation of the cassette-driven divergent transcription at the *DBP1/MRP51* locus. For 3/5 additional potential NGE cases with detectable aberrant transcripts in exosome proficient cells (Figure 4), adjacent genes were lowly expressed, even in wild-type cells under the conditions surveyed. Considering the number of factors affecting whether cassette adjacent genes are mis-regulated, we argue that it is currently not possible to predict when and where cassette insertion would result in mis-regulation severe enough to mislead studies.

Despite this complexity, complementation-based rescue experiments—namely single-copy insertion of the deleted gene with its entire endogenous regulatory region at another locus—allowed us to identify the unexpected regulation in the case of *DBP1* disruption, and should be more commonly used to confirm phenotypes. However, for genome-wide experiments, those using cassettes for epitope tagging, or experiments in which genetic interactions between several genes are being investigated, this may not be feasible. Therefore, we created ‘insulated’ resistance cassettes containing transcription terminator sequences flanking the promoter, which prevent off-target effects and possible misinterpretation of mutant phenotypes. Other possible alternatives to avoiding these confounding off-target effects include methods that allow mutants to be isolated without expression cassette insertion. Seamless deletions such as those created with the CRISPR/Cas9 approach avoid cassette insertions, but can still result in changes to the local environment of adjacent genes, potentially resulting in off-target effects (Jinek et al., 2012; Güldener et al., 1996; Gray et al., 2005). 

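In the 2 wild-type libraries at 6 h in SPO medium, YPL119C-A, the ORF next to *DBP1* on the side of its 3′ end, was listed at 0.940 and 2.15 footprint RPKM in replicates 1 and 2. These values correspond to 1 read and 2 reads, at or under the 3 reads taken here as the smallest detectable amount, which are 2.82 and 3.23 RPKM in these libraries. In the *dbp1Δ* libraries without a marker it was at 33.5 RPKM, from 39 reads, and 29.0 RPKM, from 29 reads, a mean of 31.3 ± 3.18 RPKM (SD, n = 2 libraries). The exact 95% Clopper-Pearson intervals, which cover counting error only, reached up to 5.24 and 7.78 RPKM in the wild-type libraries and started at 23.8 and 19.4 RPKM in the *dbp1Δ* libraries, so the genotypes did not overlap. The *dbp1Δ* mean of YPL119C-A was 10.3-fold higher than the wild-type mean when the wild-type libraries were set to their 3-read amount. That ratio is not a lower bound, since the wild-type intervals reach above the 3-read amount. The ratio of the mean RPKM values was 20.2, and it rests on those 1 and 2 wild-type reads.
The log2 fold change of YPL119C-A was 4.02 (standard error 0.33, adjusted p = 0.00543 from limma with Benjamini-Hochberg adjustment), and no other tested ORF rose as much. The log2 differences of the libraries paired by replicate number were 4.56 and 3.48, and under the crossed pairing they were 3.68 and 4.36. YPL119C-A also passed the adjusted threshold in limma with the replicate number as a block (adjusted p = 1.12e-31), but in that fit limma took one variance trend for all ORFs, so that the spread between these paired differences did not enter the p-value. In an alternative chosen after seeing the data, limma voom on the reads recovered from the RPKM values gave a log2 fold change of 4.03, but the adjusted p was 0.200. The paper labels YPL119C-A in Figure 5—figure supplement 2B and states in the legend that the deletion causes aberrant translation of an ORF within the 3′ UTR. The footprint and mRNA-seq tracks of panel A were not analysed here.

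**Figure D2:**
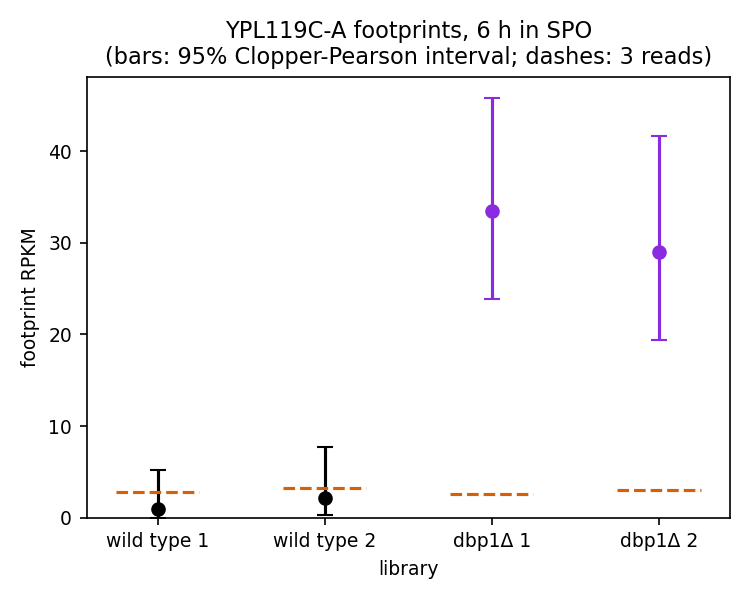
Footprint RPKM of YPL119C-A (y axis) in each library (x axis) with its exact 95% Clopper-Pearson interval; the dashes mark the RPKM of 3 reads in that library. The wild-type libraries lie at 0.940 and 2.15 RPKM, below the dashes, and the *dbp1Δ* libraries at 33.5 and 29.0 RPKM, above them.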

For the case of a markerless CRISPR/Cas9-based deletion of the *DBP1* ORF, we observed translation of a previously untranslated ORF within the mutant transcript containing only the *DBP1* 5′ and 3′ UTR (Figure 5—figure supplement 2). One could imagine that in cases like these, translation of novel ORFs could also cause misleading neomorphic mutant phenotypes, not linked to loss of function of the deleted ORF. These data highlight the point that even well controlled genomic changes can have unintended consequences on the translation of neighboring coding sequences, and emphasize the value of careful analysis of gene expression from loci neighboring those that are manipulated.

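The 5 ORFs on each side of *DBP1* on chromosome XVI, in the order of the S288C annotation, were *RNY1*, *TFB2*, *MEI5*, *VPS30* and YPL119C-A on the side of its 3′ end and *MRP51*, *IDI1*, *HOS3*, *BEM3* and YPL113C on the side of its 5′ end. Of these 10 ORFs, 1 passed an adjusted p under 0.05 in limma, YPL119C-A, both with adjustment over all tested ORFs and with adjustment over the 10 ORFs alone. The log2 fold changes of the other 9 ORFs lay between -0.44 (*TFB2*) and 0.42 (*IDI1*), and their smallest adjusted p from limma was 0.396 over the list and 1.00 over all ORFs. For 5 of the 10 ORFs the values of the genotypes overlapped, and 2 libraries against 2 are separated by chance for 33.3% of ORFs. With the replicate number as a block, in either pairing, 1 of the 10 ORFs again passed. With limma voom on the recovered reads, chosen after seeing the data, 0 of the 10 ORFs passed with adjustment over all ORFs and 1 passed over the list alone.
*MRP51*, the gene divergent from *DBP1*, was at 109 and 111 RPKM in wild-type replicates 1 and 2 and at 75.3 and 105 RPKM in *dbp1Δ* replicates 1 and 2. The mean was 17.9% lower in *dbp1Δ*, with a log2 fold change of -0.30 (standard error 0.19, adjusted p = 0.522 over the 10 ORFs from limma with Benjamini-Hochberg adjustment). The exact 95% Clopper-Pearson interval of *dbp1Δ* replicate 1, from 68.3 to 82.8 RPKM, lay below those of both wild-type libraries, and that of replicate 2, from 96.3 to 115 RPKM, overlapped them. Both *dbp1Δ* values lay below both wild-type values, and the log2 fold change stayed negative with each library left out, between -0.54 and -0.06. The difference between the means was smaller than the difference between the *dbp1Δ* libraries.

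**Figure D3:**
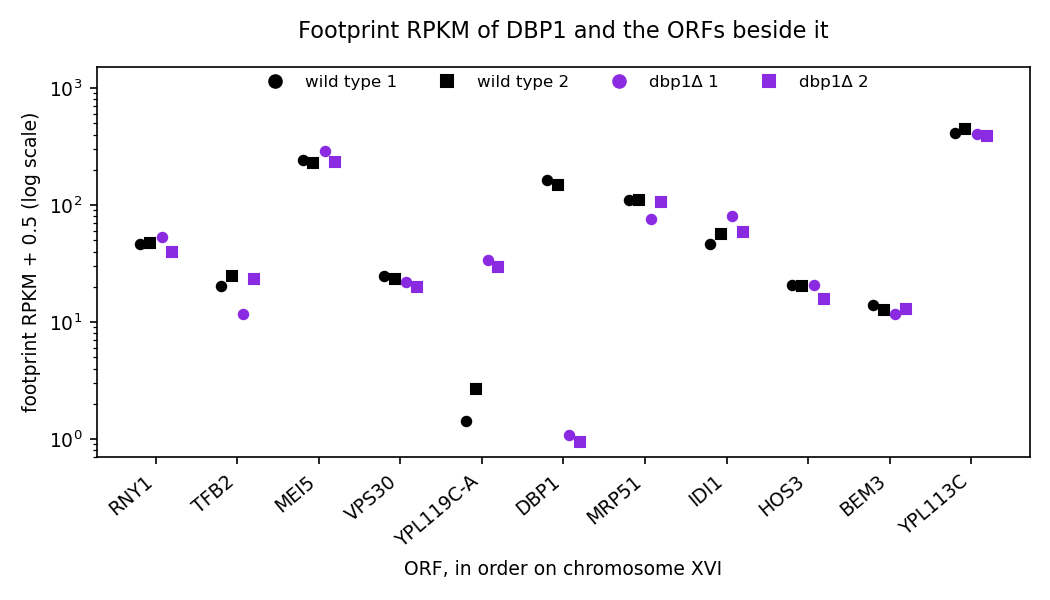
Footprint RPKM + 0.5 (y axis, log scale) of *DBP1* and the 5 ORFs on each side of it, in order along chromosome XVI (x axis); black symbols are wild-type libraries, purple symbols are *dbp1Δ* libraries, circles are replicate 1 and squares are replicate 2. The genotypes are widely apart at *DBP1* and YPL119C-A, while at *MRP51* replicate 2 of *dbp1Δ*, at 105 RPKM, lies beside the wild-type libraries at 109 and 111 RPKM.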

We note that two-step strategies to isolate mutants free of selection cassettes have been described but are often used the context of allowing subsequent re-use of auxotrophic markers and cassettes (Güldener et al., 1996; Gray et al., 2005). One example of this uses the Cre/loxP system to excise resistance cassettes following mutation isolation (Güldener et al., 1996). While this strategy can prevent neighboring gene disruption by cassettes, it is slower and more labor intensive than a single step process, and thus may not be commonly utilized to its full potential. For example, in two datasets we analyzed for cassette-driven divergent transcripts in strain backgrounds deficient for exosome-mediated RNA decay, cassette integrated mutants contained flanking loxP sites that were not utilized to excise the cassette (Schmidt et al., 2012). Use of a single-step ‘insulated’ cassette for genome editing maintains the efficiency of the originally designed system, while preventing the potentially catastrophic off-target effects that disruption of neighboring gene expression can cause.

While our study was limited to yeast, all the key factors behind the cassette-induced off-target effects described here are conserved in higher eukaryotes. Because of this, we hypothesize that genome-editing-driven transcriptional interference, including LUTI-based repression, is likely to occur in other organisms. It is now understood that promoters in yeast, mammals, and other eukaryotes are inherently bidirectional, but that evolution of local sequences to can limit transcription interference of adjacent genes by transcription termination of divergent transcripts within a short distance of their initiation (Teodorovic et al., 2007; Neil et al., 2009; Seila et al., 2008; Churchman and Weissman, 2011; Jin et al., 2017; Schulz et al., 2013; Arnone, 2020; Villa et al., 2020; Ha et al., 2022; Ntini et al., 2013; Almada et al., 2013; Core et al., 2008; Xu et al., 2009). Although NNS-based termination does not prevent production of long stable divergent transcripts from bidirectional promoters in mammals, analogous evolution of early polyadenylation sites appears to have achieved the same result (Schulz et al., 2013; Ntini et al., 2013; Almada et al., 2013; Porrua and Libri, 2015). In both cases, the local context of promoters defines the degree to which they produce divergent transcripts with the ability to interfere with neighboring gene expression.

The bidirectional nature of commonly used expression cassette promoters, including *pTEF* in yeast, and the CMV, eEF1α, and SV40 promoters in mammalian systems, has long been known (Curtin et al., 2008; Gidoni et al., 1985). However, consequences of this for their modular use in expression constructs do not yet seem to be widely considered. Early studies that established ‘minimal’ promoters for modular use in expression cassettes explicitly served to separate the transcript-generating feature of promoter regions from their native sequence context. Because local sequence features outside of these minimal promoter regions can limit the effects of divergent transcription, and insertion of a terminator flanking inserted promoter sequences can serve a similar function, our study suggests this simple fix to prevent cassette-based off-target effects in future studies. Our study also emphasizes the need for proper controls to establish causality of observed phenotypes to the intended mutation, even when using precision genome engineering approaches in yeast and other organisms.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Recombinant DNA reagent	pFA6a-kanMX6	Longtine et al., 1998	pUB1	pFA6a backbone expressing *kanr* (Geneticin resistance) from *TEF* promoter and terminator
Recombinant DNA reagent	pFA6a-natMX6	Longtine et al., 1998	pUB153	pFA6a backbone expressing *natr* (Nourseothricin resistance) from *TEF* promoter and terminator
Recombinant DNA reagent	pFA6a-his3MX	Longtine et al., 1998	pUB3	pFA6a backbone expressing *S. pombe HIS5* (complements *S. cerevisiae his3*) from *TEF* promoter and terminator
Recombinant DNA reagent	pFA6a-TRP1	Longtine et al., 1998	pUB2	pFA6a backbone expressing *TRP1* from *TRP1* promoter and terminator
Recombinant DNA reagent	kanMX6-ins1	This paper	pUB2255	pFA6a backbone with *tDEG1* insulators flanking insert expressing KANr (Geneticin resistance) from TEF promoter and terminator (pFA6a-tDEG1-kanMX6-tDEG1)
Recombinant DNA reagent	kanMX6-ins2	This paper	pUB2272	pFA6a backbone with *tDEG1* and tCYC1 insulators flanking insert expressing kanr (Geneticin resistance) from TEF promoter and terminator (pFA6a-tDEG1-kanMX6-tCYC1)
Recombinant DNA reagent	TRP1MX6-ins4	This paper	pUB2308	pFA6a backbone with *tDEG1* and *tCYC1* insulators flanking insert expressing *TRP1* from *TEF* promoter and terminator (pFA6a-tDEG1-TRP1MX6-tCYC1)
Recombinant DNA reagent	his3MX6-ins3	This paper	pUB2309	pFA6a backbone with *tDEG1* and *tCYC1* insulators flanking insert expressing *S. pombe HIS5* (complements *S. cerevisiae his3*) from *TEF* promoter and terminator (pFA6a-tDEG1-HISMX6-tCYC1)
Recombinant DNA reagent	natMX6-ins5	This paper	pUB2310	pFA6a backbone with *tDEG1* and *tCYC1* insulators flanking insert expressing natr (Clonat resistance) from *TEF* promoter and terminator (pFA6a-tDEG1-NATMX6-tCYC1)
Recombinant DNA reagent	pDBP1-DBP1	This paper	pUB1761	*leu2::LEU2* single integration vector, expresses *DBP1* ORF from natural regulatory sequences (~1 kb upstream and ~1 kb downstream of ORF)
Recombinant DNA reagent	pDBP1-DBP1-3V5	This paper	pUB1831	*leu2::LEU2* single integration vector, expresses *DBP1* ORF tagged with 3v5 expressed from natural regulatory sequences (~1 kb upstream and ~1 kb downstream of ORF)
Recombinant DNA reagent	pMRP51-MRP51	This paper	pUB2401	*leu2::LEU2* single integration vector, expresses *MRP51* ORF from natural regulatory sequences (~0.5 kb upstream and ~0.5 kb downstream of ORF)
Recombinant DNA reagent	kanMX6-ins6	This paper	pUB2434	pFA6a backbone with *tDEG1* insulator flanking *TEF* promoter that expresses kanr (Geneticin resistance) (pFA6a-tDEG1-kanMX6)
Recombinant DNA reagent	natMX6-ins7	This paper	pUB2435	pFA6a backbone with *tCYC1* flanking *pPGK1* from *C. glabrata* which expresses natr and is terminated by *tPGK1* from *C. glabrata* (pFA6a-tCYC1-pPGK1-natR-tPGK1)
Recombinant DNA reagent	short-pTEF1-kanMX6	This paper		pFA6a backbone but with *S. cerevisiae* short *pTEF1*
Recombinant DNA reagent	long-pTEF1-kanMX6	This paper		pFA6a backbone but with *S. cerevisiae* long *pTEF1*
Recombinant DNA reagent	NNS-kanMX6	This paper		pFA6a backbone but with *SNR13* NNS termination site inserted 5′ of the *pTEF* from *A. gossypii*
Sequence-based reagent	F deletion primer *DBP1*	This paper	7009	AAGGAGTTCTATATTTGGGTTACTCTT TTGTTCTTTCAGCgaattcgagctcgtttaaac
Sequence-based reagent	R deletion primer *DBP1*	This paper	6678	TAAAAAAAAAACCCTTTGAGTGAAAGT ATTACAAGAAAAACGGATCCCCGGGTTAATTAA
Strain, strain background (*Saccharomyces cerevisiae*)	Wild-type	Padmore et al., 1991	UB13	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG* (SK1 wild-type)
Strain, strain background (*Saccharomyces cerevisiae*)	Wild-type	Brar et al., 2012	UB15	*MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/ura3, leu2::hisG/leu2:: hisG, his3::hisG/his3::hisG, trp1::his G/trp1::hisG* (SK1 wild-type)
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::kanMX6*	This paper	UB15798	*MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/ura3, leu2::hisG/leu2:: hisG, his3::hisG/his3::hisG, trp1::hisG /trp1::hisG, dbp1∆::kanMX6/dbp1∆::kanMX6*
Strain, strain background (*Saccharomyces cerevisiae*)	Wild-type, *MRP51-3V5*	This paper	UB32228	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, MRP51-3V5*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::kanMX6, MRP51-3V5*	This paper	UB32229	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::kanMX6, MRP51-3V5*
Strain, strain background (*Saccharomyces cerevisiae*)	Wild-type	This paper	UB22843	*MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/ura3, LEU2/LEU2, his3:: hisG/his3::hisG, trp1::hisG/trp1::hisG, DED1::DED1-3V5::HIS3/DED1::DED1-3V5*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::kanMX6*	This paper	UB22958	*MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/ura3, LEU2/LEU2, his3:: hisG/his3::hisG, trp1::hisG/trp1::hisG, dbp1∆::kanMX6/dbp1∆::kanMX6, DED1 ::DED1-3V5::HIS3/DED1::DED1-3V5*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::kanMX6, leu2::pDBP1-DBP1-3V5::LEU2*	This paper	UB23951	*MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/ura3, leu2::hisG/leu2:: hisG, HIS3/HIS3, trp1::hisG/trp1::hisG, dbp1∆::kanMX6/dbp1∆::kanMX6, leu2:: pDBP1-DBP1-3V5::LEU2/leu2:: pDBP1-DBP1-3V5::LEU2*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::kanMX6, leu2::pMRP51-MRP51::LEU2*	This paper	UB34918	*MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/ura3, leu2::hisG/leu2:: hisG, his3::hisG/his3::hisG, trp1:: hisG/trp1::hisG, dbp1∆::kanMX6/dbp1∆ ::kanMX6, leu2::pMRP51-MRP51::LEU2 /leu2::pMRP51-MRP51::LEU2*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::kanMX6, leu2::pDBP1-DBP1::LEU2*	This paper	UB24206	*MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/ura3, leu2::hisG/leu2:: hisG, HIS3/HIS3, trp1::hisG/trp1::hisG, dbp1∆::kanMX6/dbp1∆::kanMX6, leu2:: pDBP1-DBP1::LEU2/leu2::pDBP1-DBP1::LEU2*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::kanMX6*	This paper	UB15008	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::kanMX6*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::natMX6*	This paper	UB24358	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::natMX6*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::his3MX*	This paper	UB24360	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::his3MX*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::TRP1*	This paper	UB24362	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::TRP1*
Strain, strain background (*Saccharomyces cerevisiae*)	*upf1∆::natMX6*	This paper	UB25148	*MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/ura3, leu2::hisG/leu2:: hisG, his3::hisG/his3::hisG, trp1::hisG/ trp1::hisG, upf1∆::natMX6/upf1∆::natMX6*
Strain, strain background (*Saccharomyces cerevisiae*)	Wild type	This paper	UB24955	*MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/ura3, LEU2/LEU2, his3 ::hisG/his3::hisG, trp1::hisG/trp1::hisG*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆*	This paper	UB24950	*MATa/MATalpha, ho::LYS2/ho::LYS2, lys2/lys2, ura3/ura3, LEU2/LEU2, his3:: hisG/his3::hisG, trp1::hisG/trp1::hisG, dbp1∆/dbp1∆*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::tDEG1-kanMX6-tDEG1, MRP51-3V5*	This paper	UB32497	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::tDEG1- kanMX6-tDEG1, MRP51-3V5*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::tDEG1-kanMX6-tCYC1, MRP51-3V5*	This paper	UB32498	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::tDEG1- kanMX6-tCYC1, MRP51-3V5*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::rev-kanMX6*	This paper	UB35165	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::rev-kanMX6*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::kanMX6-ins6*	This paper	N/A	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::kanMX6-ins6*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::rev-kanMX6-ins6*	This paper	N/A	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::rev-kanMX6-ins6*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::natMX6-ins7*	This paper	N/A	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::NATMX6-ins7*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::rev-natMX6-ins7*	This paper	N/A	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::rev-NATMX6-ins7*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::short-pTEF1-kanMX6*	This paper	UB35339	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::short-pTEF1-kanMX6*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::long-pTEF1-kanMX6*	This paper	UB35337	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::long-pTEF1-kanMX6*
Strain, strain background (*Saccharomyces cerevisiae*)	*dbp1∆::NNS-kanMX6*	This paper	UB35331	*MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, dbp1∆::NNS-kanMX6*

### Strains

All strains were derived from the *Saccharomyces cerevisiae* SK1 background (Padmore et al., 1991). Detailed strain genotypes can be found in Key resources table. Strains were diploid *MATa/alpha* unless otherwise specified as haploid (*MATa*). Selection-mediated loss of function mutants were created by transforming wild-type haploids with a linear PCR fragment encoding a selection cassette that would replace the ORF of interest via homologous DNA repair mechanisms (Longtine et al., 1998; Wach et al., 1997; Wach et al., 1994; Baudin et al., 1993; Lorenz et al., 1995). Sequences directly upstream and downstream of each replaced ORF were always left intact. Genotypes for all strains were confirmed using PCR and mutants were backcrossed to a wild-type strain of the opposite mating type to ensure clearance of possible background mutations from transformation. The marker-less *dbp1Δ* was created by transforming a wild-type haploid with a plasmid-encoding Cas9 and a sgRNA targeting the *DBP1* ORF, alongside a linear repair fragment that removes the *DBP1* ORF while preserving the upstream and downstream adjacent sequence. Strains containing the Mrp51-3v5 allele were created by transforming wild-type or the selection replaced *dbp1Δ* strain of interest with a plasmid-encoding Cas9 and a sgRNA targeting *MRP51*, alongside a linear repair template that carboxy-terminally tags Mrp51 with the 3v5 sequence and introduces a synonomous mutation in the guide target sequence to prevent re-editing. Strains expressing exogenous Dbp1 or Mrp51 from the *LEU2* locus were created by cloning the ORF of interest as well as ~1 kb of upstream and downstream regulatory sequence (for *DBP1*), or 500 bp of upstream and downstream regulatory sequence (for *MRP51*) into a single integration plasmid targeted to *LEU2.* This plasmid was linearized by digestion with SwaI nuclease (NEB, Ipswich, MA) and transformed into the *dbp1Δ::kanMX6* strain.

### Yeast growth conditions

Yeast were grown for experiments as in Powers and Brar, 2021. Briefly, strains were thawed on YPG plates from glycerol stocks overnight, then grown on YPD plates for a day before use in experiments. All growth experiments were carried out at 30°C using YEP media supplemented with 2% (wt/vol) of the carbon source, except for glycerol which was used at 3% (vol/vol). All growth experiments shown were repeated at least twice with one representative growth curve shown for each. Synchronous sporulating cells were prepared by first growing cells in YEP 2% dextrose for 24 hr at room temperature then diluted into BYTA at OD_600_ = 0.25 and grown overnight at 30°C. Next, cells were pelleted, washed with water, and resuspended in sporulation (SPO) medium: either (0.5% KAc [pH = 7.0] supplemented with 0.02% raffinose) for Figure 1 ribosome profiling and mRNA-seq experiments, or rich SPO medium (2% KAc [pH = 7.0] supplemented with 40 mg/l adenine), 40 mg/l uracil, 20 mg/l histidine, 20 mg/l leucine, 20 mg/l tryptophan for sporulation efficiency, polysome experiments, and ribosome profiling in Figure 5—figure supplement 2. Sporulation efficiency was counted at 24 hr after induction into SPO media and 200 cells were counted per sample for three independent biological replicates. Samples were blinded prior to counting.

### Ribosome profiling and mRNA-seq

Meiotic yeast cells were harvested after 4 or 6 hr in sporulation medium (Figure 1 data: 4 hr; Figure 3—figure supplement 1: 6 hr), by brief treatment with 100 µg/ml cycloheximide then flash freezing. They were subjected to ribosome profiling and mRNA-seq as described in Powers and Brar, 2021. Reads per ORF were determined following mapping of all reads to the SK1 genome. RPKM values for ribosome footprints (FP) and mRNA reads were calculated by dividing the number of raw reads per gene by the total number of million mapped reads per sample and by the length in kilobases of each gene. 

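For the markerless *dbp1Δ* experiment, the footprint RPKM of an ORF moved in steps of 1 read, from which the library's depth was recovered. With the ORF length of the reference annotation less 60 nt, 90.7% of the values of the 5311 ORFs with a length there came out as whole reads, and 4698 ORFs were whole in all 4 libraries. Among the ORFs with a length, the 10 with the most reads held between 12.5% and 15.2% of the reads of such ORFs in a library, and 9 of the 10 ORFs with the highest RPKM in each library have a length. The median ORF had 799 reads summed over the 4 libraries, and 3376 ORFs had at least 100 reads in every library. Exact 95% Clopper-Pearson intervals from these reads cover counting error only, since reads from amplified libraries are not independent molecules.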

TE was calculated by dividing the FP RPKM/mRNA RPKM for each gene. Data visualization of genome tracts was made using MochiView (Homann and Johnson, 2010).

### Immunoblotting

Trichloroacetic acid (TCA) extractions were performed to collect total protein from samples as described in Chen et al., 2017; Chen et al., 2017. Briefly, ~2.5 OD_600_ of yeast were treated with 5% TCA at 4°C overnight, washed with acetone, dried then lysed in lysis buffer (50 mM Tris–HCl [pH 7.5], 1 mM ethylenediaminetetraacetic acid (EDTA)), 2.75 mM dithiothreitol (DTT), protease inhibitor cocktail (cOmplete EDTA-free, Roche) for 5 min on a Mini-Beadbeater-96 (Biospec Products). Next, 3× sodium dodecyl sulfate (SDS) sample buffer (187.5 mM Tris [pH 6.8], 6% β-mercaptoethanol, 30% glycerol, 9% SDS, 0.05% bromophenol blue) was added to 1× and the cell lysate was boiled for 5 min. Proteins were run on 4–12% Bis-Tris Bolt gels (Thermo Fisher) then transferred to 0.45 µM nitrocellulose membranes using the 30 min mixed molecular weight protocol on the Trans-Blot Turbo System from Bio-Rad. Membranes were blocked with Intercept (phosphate-buffered saline, PBS) blocking buffer (LI-COR Biosciences, Lincoln, NE) at room temperature then incubated overnight at 4°C with mouse anti-v5 (1:1000, Invitrogen, RRID:AB_2556564) and rat anti-tubulin alpha (1:10,000, Serotec, RRID:AB_325005). Membranes were washed in PBS-0.08% Tween then incubated with an anti-mouse secondary antibody conjugated to IR Dye 800 (RRID:AB_621842) at a 1:15,000 dilution, and either an anti-rat secondary antibody conjugated to IR Dye 680 (RRID:AB_10956590) at a 1:15,000 dilution at room temperature for 1–2 hr (LI-COR Biosciences). Immunoblot images were generated and quantified using the Odyssey system (LI-COR Biosciences).

### Polysome analysis

Cells were treated with 100 µg/ml cycloheximide for 30 s then filter collected, flash frozen, lysed, and prepared for sucrose gradient centrifugation of as in Hughes et al., 2019, with the following exceptions. Samples were thawed just prior to their loading on sucrose gradients, and SUPERase·In was added as for ‘mock digested samples’. Also, the polysome lysis buffer used was modified to contain protease and phosphatase inhibitors and is as follows: 20 mM Tris pH 8, 140 mM KCl, 1.5 mM MgCl_2_, 100 µg/ml cycloheximide, 1% Triton X-100, 2 µg/ml Aprotinin, 10 µg/ml Leupeptin, 1 mM phenylmethylsulfonyl flouride (PMSF), 1:100 PIC2, and 1:100 PIC3. Lysates were loaded onto 7–47% sucrose gradients and spun in a SW 41 Ti rotor for 3 hr at 35,000 rcf at 4°C. Following the spin, samples were kept at 4°C and immediately collected using the Gradient Master gradient station from BioComp while monitoring 260 nm absorbance with the Bio-Rad EM-1 Economonitor. Samples were fractionated as shown in Figure 2, flash frozen, and submitted for mass spectrometry analysis.

### Polysome fraction processing for LC–MS/MS measurements

Proteins were precipitated and desalted using the SP3 method for liquid chomatography with tandem mass spectrometry (LC-MS/MS) as described in Hughes et al., 2019; Cox and Mann, 2008. 50% from each polysome fraction (volume) were processed. Disulfide bonds were reduced with 5 mM dithiothreitol and cysteines were subsequently alkylated with 10 mM iodoacetamide. Proteins were precipitated on 0.5 µg/µl speedBead magnetic carboxylated modified beads (1:1 mix of hydrophobic and hydrophilic beads, cat# 6515215050250, 45152105050250, GE) by addition of 100% ethanol in a 1:1 (vol:vol) sample:ethanol ratio followed by 15 min incubation at 25°C, 1000 rpm. Protein-bound beads were washed in 80% ethanol and proteins were digested off the beads by addition of 0.8 µg sequencing grade modified trypsin (Promega) in 100 mM ammonium bicarbonate, incubated 16 hr at 25°C, 600 rpm. Beads were removed and the resulting tryptic peptides evaporated to dryness in a vacuum concentrator. Dried peptides were further desalted by another round of SP3 precipitation; peptides were reconstituted in 200 µl of 95% acetonitrile (ACN), followed by addition of bead-mix to a final concentration of 0.5 µg/µl and incubated 15 min at 25 °C, 1000 rpm. Beads were subsequently washed in 80% ethanol, peptides were eluted off the beads in 50 µl 2% dimethyl sulfoxide and samples were evaporated to dryness in a vacuum concentrator. Dried peptides were then reconstituted in 3% ACN/0.2% formic acid to a final concentration of 0.5 µg/µl.

### LC–MS/MS analysis on a Q-Exactive HF

About 1 μg of total peptides were analyzed on a Waters M-Class UPLC using a 25 cm Ionopticks Aurora column coupled to a benchtop Thermo Fisher Scientific Orbitrap Q Exactive HF mass spectrometer. Peptides were separated at a flow rate of 400 nl/min with a 190-min gradient, including sample loading and column equilibration times. Data were acquired in data-dependent mode using Xcalibur software. MS1 Spectra were measured with a resolution of 120,000, an AGC target of 3e6 and a mass range from 300 to 1800 *m*/*z*. Up to 12 MS2 spectra per duty cycle were triggered at a resolution of 15,000, an AGC target of 1e5, an isolation window of 1.6 *m*/*z* and a normalized collision energy of 27.

All raw data were analyzed with MaxQuant software version 1.6.10.43 (de Hoon et al., 2004) using a UniProt yeast database (release 2014_09, strain ATCC 204508/S288c), and MS/MS searches were performed with the following parameters: oxidation of methionine and protein N-terminal acetylation as variable modifications; carbamidomethylation as fixed modification; trypsin/P as the digestion enzyme; precursor ion mass tolerances of 20 ppm for the first search (used for nonlinear mass recalibration) and 4.5 ppm for the main search, and a fragment ion mass tolerance of 20 ppm. For identification, we applied a maximum false discovery rate of 1% separately on protein and peptide level. ‘Match between the runs’ was activated, as well as the ‘LFQ’ (label-free quantification) normalization (at least two ratio counts were necessary to get an LFQ value). We required 1 or more unique/razor peptides for protein identification and a ratio count of 2 or more for label-free protein quantification in each sample. This gave intensity values for a total of 2143 protein groups across both replicates. ‘LFQ’ normalized values were used for all subsequent analyses.

LFQ normalized values were then clustered with Cluster 3.0 (Saldanha, 2004) and visualized with Java TreeView (Song et al., 2016). Proteins not quantified in 2 or more samples were excluded in clustering. GO enrichment was assessed on the clusters specified (June 2022) and compared to the background population of all proteins quantified in the experiment (Boyle et al., 2004).

### Radioactive amino acid incorporation assays

Cells were transferred to sporulation (SPO) media and incubated at 30°C for 4 hr. To metabolically label the cells 5 µL of EasyTag EXPRESS ^35^S protein labeling mix (PerkinElmer), was added to 10 ml of SPO cultures and incubated with shaking for 10 min at 30°C. Protein was precipitated by addition of 100 µl 100% TCA to 900 µl SPO culture and incubated at 95°C with shaking. Samples were chilled on ice then pelleted and washed with cold 10% TCA, followed by a wash in cold 100% ethanol. Samples were resuspended in 5 ml of Econo-Safe scintillation fluid (RPI). Scintillation was counted for 2 min and the ^35^S incorporation rates were derived from counts per minute normalized to cell density between samples and to wild-type measurements.

### Design and testing of insulated selection cassettes

Based on the previous report that the *DEG1* and *CYC1* terminators can be used as insulator sequences (Song et al., 2016), we amplified these terminators from wild-type yeast and placed them into the 5′ and 3′ ends of the pFA6a-kanMX6 backbone using gibson assembly. Insulators were placed just inside the standard F1 and R1 primer amplification sites such that they would be useable with any primers designed to the previous system (pFA6a; Longtine et al., 1998). Insulated plasmids were fully sequenced over cloning junctions and the entire region to be amplified and integrated into yeast during transformation. To test the ability of these insulators to prevent aberrant transcription at the *DBP1* locus, the kanMX6-ins cassettes were amplified and transformed into yeast exactly as had been done for the previous kanMX6 selection cassettes used in this study. When used to replace *DBP1* ORF, Mrp51-3v5 levels and 5′ RACE confirmed the efficacy of the kanMX6-ins cassettes in preventing aberrant LUTI regulation of *MRP51*. We then replaced kan^r^ in the insulated plasmids with three additional markers for selection (including *S. pombe HIS5* amplified from pFA6a-HIS3MX6): complements *S. cerevisiae* his3, *TRP1* amplified from pFA6a-TRP1, and nat^r^ such that they can be used conveniently in combination as was done for the original toolkit (Longtine et al., 1998; Wach et al., 1994). To clone kanMX6-ins6 primers were used to amplify the entire kanMX6-ins2 except for the 3′ tCYC1 terminator and the Q5 Site-Directed Mutagenesis Kit was used to circularize the plasmid. For natMX6-ins7 a gBlocks Gene Fragment containing the *PGK1* promoter and terminator from *C. glabrata* expressing nat^r^ and 5′ flanked by the *S. cerevisiae CYC1* terminator was cloned into the pFA6a backbone. Detailed descriptions of these plasmids and can be found in Key resources table.

### 5′ RACE

5′ RACE was performed with total RNA extracted from samples using phenol–chloroform precipitation and the GeneRacer Kit with SuperScript III RT and Topo TA Cloning Kit for Sequencing. For each sample, 4.8 µg of total RNA was used. Random primers were used to reverse transcribe the decapped cDNA library. The 5′ ends of the *MRP51* cDNA were then amplified using the GeneRacer 5′ primer and a reverse gene-specific primer (5′ ACCGTCCAAGCAACTCTGCCAATGTC 3′) in a reaction with Platinum *Taq* High Fidelity DNA Polymerase. Amplified 5′ ends were then cloned into a Topo TA Cloning vector and clones were miniprepped and sequenced using Sanger sequencing. SnapGene was used to visualize and align the sequenced cDNA ends to the corresponding genomic position.

### Materials availability

All newly created materials are available upon request. Newly created ‘Insulated’ selection cassettes will also be deposited to Addgene and made publicly available.

## Data Availability

mRNA sequencing and ribosome profiling data are available at NCBI GEO, with accession numbers GSE207267 and GSE207189. Mass spectrometry data are available at MassIVE, with accession number MSV000089724. The following datasets were generated: PowersE BrarG 2022Loss of *DBP1* during meiosis in yeastNCBI Gene Expression OmnibusGSE207267 PowersE BrarG 2022Ribosome profiling and mRNA seq demonstrate that insertion of common resistance cassettes in yeast drives aberrant transcriptionNCBI Gene Expression OmnibusGSE207189 JovanovicM Kim KimJ 2022Use of a ubiquitous gene-editing tool in budding yeast causes off-target repression of neighboring gene protein synthesisMSV000089724MassIVE The following previously published datasets were used: BrarGA ChengZ 2018Small and large ribosomal subunit deficiencies lead to distinct gene expression signatures that reflect cellular growth rateNCBI Gene Expression OmnibusGSE12118910.1016/j.molcel.2018.10.032PMC638207930503772 SenND HinnebuschAG 2018*DBP1* in budding yeastNCBI Gene Expression OmnibusGSE111255

# Supplementary material for: Bidirectional promoter activity from expression cassettes can drive off-target repression of neighboring gene translation
**Source:** eLife. 2022 Dec 12;11:e81086. doi: 10.7554/eLife.81086
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR)** **Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### **Materials:**

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend                                                   | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | The materials availability statement is within the materials and methods section of the manuscript. |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend                                      | N/A |
|-----------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | This information is listed within the materials and methods section of the manuscript. |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend                                                                                                                                                                                         | N/A |
|---------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Descriptions of relevant primers and plasmids created in this study are within the materials and methods section and supplemental table 1. We plan to deposit the "insulated" selection cassettes to Addgene when the study is published. |     |

| Cell materials | Indicate where provided:<br>section/figure legend | N/A |
|----------------|---------------------------------------------------|-----|
|                |                                                   |     |

|                                                                                                                                                  |  |     |
|--------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           |  | N/A |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided: section/figure legend</b>                                                                                | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | This information is listed in the main text of the manuscript and the materials and methods section as well as supplemental table 1. |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                                                                                                      | N/A        |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided: section/figure legend</b>                                            | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                                                                  | N/A        |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      | This information is listed in the materials and methods section and within supplemental table 1. |            |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided: section/figure legend) or state if these demographics were not collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                          | N/A        |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                       | N/A        |

| Laboratory protocol                                                                     | Indicate where provided:<br>section/figure legend                                                                                      | N/A |
|-----------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------|-----|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | For protocols that are published in detail the relevant publications are cited in the materials and methods section of the manuscript. |     |

| Experimental study design (statistics details) *                        |                                                                                                                                                                                                  |     |
|-------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided:<br>section/figure legend. If it could have been done, but was not, write "not done"                                                                                     | N/A |
| Sample size determination                                               | Sample size is listed in figure legends and materials and methods section of the manuscript.                                                                                                     |     |
| Randomisation                                                           |                                                                                                                                                                                                  | N/A |
| Blinding                                                                | Most analysis was not blinded. For experiments where this information is relevant it is listed in the materials and methods.                                                                     |     |
| Inclusion/exclusion criteria                                            | For relevant experiments (ribosome profiling and mRNA seq, label free mass spectrometry), inclusion/exclusion criteria and cutoffs were noted in materials and methods and/or source data files. |     |

| Sample definition and in-laboratory replication                        | Indicate where provided:<br>section/figure legend                                                                                              | N/A |
|------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | The number of replicates for each experiment is listed in the figure legend or the materials and methods section.                              |     |
| Define whether data describe technical or biological replicates.       | All replicates in this study are biological replicates, this information is specified in figure legends and the materials and methods section. |     |

| <b>Ethics</b>                                                                                                                                                       | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                             | N/A        |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |                                                             | N/A        |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                             | N/A        |

| <b>Dual Use Research of Concern (DURC)</b>                                                                                                               | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                             | N/A        |

## Analysis:

| <b>Attrition</b>                                                                                                                                                                                                      | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                           | N/A        |

| <b>Statistics</b>                                            | <b>Indicate where provided:<br/>section/figure legend</b>                                                                                                | <b>N/A</b> |
|--------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| Describe statistical tests used and justify choice of tests. | Any statistical tests used are described in the figure legend for each figure. Additional information can be found in the materials and methods section. |            |

| <b>Data availability</b> | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
|--------------------------|-------------------------------------------------------------|------------|
|--------------------------|-------------------------------------------------------------|------------|

|                                                                                                                                                                  |                                                                                                                                                                                       |  |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | We have a data availability statement within the materials and methods section.                                                                                                       |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | We are in the process of depositing relevant newly created datasets publicly. We have included all source data used from these datasets in the manuscript submission in the meantime. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         | Reused publicly available datasets are cited in the main text when referenced and in figure legends.                                                                                  |  |

| <b>Code availability</b>                                                                                                                                                                                                                                           | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                           | N/A        |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                           | N/A        |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            |                                                           | N/A        |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| <b>Adherence to community standards</b>                                                                                                                                         | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                           | N/A        |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

## Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being

designed

- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### **Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### **Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### **Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

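The data are ribosome profiling footprints of 2 wild-type and 2 markerless *dbp1Δ* libraries of SK1 diploids, collected 6 h after transfer to SPO medium (Figure 5—figure supplement 2). The methods give 6 h for another figure supplement and no time for this one, while the sample labels and the paper's source table give 6 h. The genotype and replicate of each library come from the sample labels, which match the column names of the deposited table. The labels number the replicates 1 and 2 in both genotypes, and the paper's text does not say whether equal numbers were processed together.

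The authors mapped the reads to the SK1 genome, took reads per ORF, and deposited footprint RPKM values, which per the methods are raw reads divided by the mapped reads of the library and by the gene length in kilobases. The aligner, its version, the annotation and any filter on ORFs are not named in the paper's text. The values are not scaled between libraries, and replicates are not pooled. In the 1996 rows of the paper's source table that could be compared, the values differ from the deposited ones by at most a relative 4.9e-06.

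From the RPKM values, log2(RPKM + 0.5) was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), for the 5338 of 5371 ORFs with a mean of at least 1 RPKM over the 4 libraries, with genotype as the only term and Benjamini-Hochberg adjustment over all tested ORFs. Fold changes on this scale understate the change of ORFs with low RPKM. Ratios of mean RPKM used no pseudocount. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01. Other calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. With 2 libraries per genotype, an exact permutation test of a single value cannot give a two-sided p below 0.333.

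Symbols and the order of neighbouring ORFs were taken from the S288C annotation of assembly R64, in which 5311 of the 5371 ORFs have a row and 60 do not. The files use the SK1 genome, so no coordinates are given. Neighbours are the protein-coding ORFs nearest to *DBP1* that are in the deposited table. The mitochondrial ribosomal protein sets were built from symbols (MRPS and RSM for the small subunit, MRPL for the large one), because that annotation has no product names, and *MRP51* was left out.

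The depth of each library was recovered from the steps of its RPKM values. This was tested on simulated reads, in which the length offset and the depths put in were recovered. In the deposited values an offset of 60 nt gave whole reads for 90.7% of the values. The recovered depth was 5294778 and 4619165 reads for the wild-type libraries and 5789192 and 4971127 reads for the *dbp1Δ* libraries. Exact 95% Clopper-Pearson intervals and a floor of 3 reads were computed from these. Both cover counting error only. The limma fit was tested on simulated reads for 5278 ORFs, of which 200 were changed. All ORFs of a genotype were given the same spread. It was the typical spread of that replicate pair among ORFs with at least 100 reads in every library. The fit recovered 86% of the changed ORFs and 61.4% of the 2-fold changes, and 0.578% of its calls were false. With a replicate block it recovered 91%, and 6.67% of its calls were false. ORFs with a wider spread were not simulated, so these shares do not hold for them. Lists of genes were compared with 10000 random lists matched on mean expression, a step that was tested on simulated values, where 94% of 100 unshifted lists fell inside the middle 95%.

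The ORFs named in the text were chosen by a rule: *DBP1*, YPL119C-A, *MRP51*, *DED1*, the 5 ORFs on each side of *DBP1*, and up to 5 rises and 5 falls among the ORFs past the adjusted threshold in which both *dbp1Δ* libraries lie beyond both wild-type libraries. Other ORFs are marked as chosen after their values were seen. The rule, the tests and most alternatives were fixed before the deposited values were analysed. By then the opening rows of the paper's source table, which hold the same values and include *DBP1*, and Figure 5—figure supplement 2 had been seen, so these choices were not blind. Alternatives tried were pseudocounts of 0.1 and 1, no filter, a mean of at least 10 RPKM, median centring, quantile normalization, eBayes without a trend, the replicate number as a block (alone and with median centring), geometric means, libraries scaled to the same median RPKM and leaving out each library. A block with crossed pairing, limma voom on recovered reads and setting the wild-type libraries to the 3-read floor were added after the data were seen. The mRNA-seq tracks of this experiment and the other experiments of the paper were not analysed here.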

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

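All of the tests in this part were chosen after the overall difference between the *dbp1Δ* libraries and the ORFs that differed most between them had been seen.

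The *dbp1Δ* libraries differ from each other more than the wild-type libraries do, in ORFs that the paper does not discuss. Between the *dbp1Δ* libraries 222 of 5338 ORFs were 2-fold or more apart on the log2(RPKM + 0.5) scale, against 51 between the wild-type libraries. *dbp1Δ* replicate 1 had 159 and 146 such ORFs against wild-type replicates 1 and 2, and *dbp1Δ* replicate 2 had 41 and 79. Pearson's r across ORFs was between 0.978 and 0.981 for every pair that includes *dbp1Δ* replicate 1 and between 0.989 and 0.992 for the other pairs. This limits what a fold change between the genotypes can show, since 1 of the 2 *dbp1Δ* libraries stands apart.

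Technical explanations were tested first. If the whole excess came from counting noise it would be gone among the 3376 ORFs with at least 100 reads in every library. There 34 ORFs were 2-fold or more apart between the *dbp1Δ* libraries and 1 between the wild-type libraries, so counting noise is not the whole cause. Most of the 222 ORFs that were 2-fold or more apart between the *dbp1Δ* libraries lay outside this set. For those ORFs the test cannot tell how much is counting noise. Quantile normalization, which removes differences in scaling and in the share taken by a few ORFs, left 178 ORFs against 55. Among the 5278 ORFs with a length in the reference, 98.9% of those tested, 213 were 2-fold or more apart between the *dbp1Δ* libraries and 48 between the wild-type libraries, and removing a trend on ORF length left 188 and 47, so length accounts for a small part of the excess at most. No *dbp1Δ* library held wild-type levels of *DBP1*, as a wild-type library labelled *dbp1Δ* would. The highest *DBP1* RPKM of a *dbp1Δ* library was 0.394% of the lowest of a wild-type library. A wrong label of time or culture would not show in this test. GC content, library batch and reads from another organism were not tested.

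The time in SPO medium is the same for all libraries, but cells can progress at different rates. The 24 early meiotic genes tested, from a list written from general knowledge, were all higher in *dbp1Δ* replicate 1 than in replicate 2, with a median log2 ratio of 0.67 at percentile 100 of matched random lists. Of the 27 middle meiotic genes, 19 were lower and 8 were higher in replicate 1. Their median was -0.23, at percentile 6.15, which is lower but inside the middle 95% of the random lists. This goes against replicate 1 being further along, but the middle genes did not move as 1 group. The early list also lay at percentile 100 in the wild-type pair, with a median log2 ratio of only 0.15, so genes of one program vary together and these percentiles overstate how unusual a list is. Lists chosen because members had been seen to move cannot come out the other way. Their median log2 ratios of replicate 1 to replicate 2 were -0.84 for iron uptake, -0.67 for glycolysis and 0.94 for ribosome biogenesis. A candidate explanation, as a hypothesis, is that the cells of *dbp1Δ* replicate 1 were less far along in meiosis or in another nutrient state. It cannot be told apart from the explanations that were not tested, and with 2 libraries it cannot be attributed to the genotype.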

How the results depend on the processing

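The choice that moved the number of ORFs with an adjusted p under 0.05 most was the replicate block. The count was 2 without a block, 25 with same-numbered libraries as a replicate block, 24 with the replicate block and median centring, and 28 with the crossed pairing, which was added after the data were seen. All 25 ORFs of the paired fit were also called with the crossed pairing. The correlation of same-numbered deviations was -0.135, so over all ORFs same-numbered libraries did not deviate together. It cannot tell whether they were processed together. With the block a single degree of freedom per ORF is left. limma's prior degrees of freedom were infinite in that fit, so each ORF was tested against the variance trend of all ORFs and its own replicate spread did not enter. On simulated reads 6.67% of the calls of that fit were false. There all ORFs of a genotype had the same spread, so this share does not carry over to the 25 ORFs. Unadjusted p-values under 0.05 numbered 89 ORFs without the block and 141 with it. The other fits without a block that were set in advance, with another pseudocount, filter, scaling or eBayes setting, each called the same 2 ORFs, *DBP1* and YPL119C-A.

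For YPL119C-A the adjusted p from limma was between 0.00344 and 0.0386 over the alternatives without a block that were set in advance. In limma voom on the recovered reads, an alternative added after the data were seen, 1 ORF passed the threshold, 70 had an unadjusted p under 0.05, and YPL119C-A had a log2 fold change of 4.03 but an adjusted p of 0.200, so that 0 of the 10 neighbours of *DBP1* passed over all ORFs and 1 over the list alone. The cause was not tested. The direction of YPL119C-A held in every fit. The log2 fold change was between 3.58 and 4.46 with each library left out, where no test can be made. The ratio of mean RPKM ranged from 14.5 to 33.3 across the 4 values that each left out one library. With the wild-type libraries set to the 3-read floor it was 10.3, which leaves out counting error. The depth of the wild-type libraries, at 1 and 2 reads, limits this ratio.

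*DBP1* fell in every fit, and its side of the threshold did not change. *MRP51* passed no threshold in any fit, and its log2 fold change ranged from -0.54 to -0.06 with each library left out.

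The count of ORFs 2-fold or more apart between genotype means was 22 higher and 8 lower. With a pseudocount of 1 the higher count was 11, and with a mean of at least 10 RPKM the counts were 9 higher and 5 lower. With each library left out the higher count ranged from 6 to 71 and the lower count from 12 to 48. The excess of higher ORFs reversed without *dbp1Δ* replicate 1, with 6 higher and 29 lower, while without *dbp1Δ* replicate 2 there were 71 higher and 48 lower. The cause of these changes was not tested. Pearson's r between genotypes ranged from 0.983 to 0.993 with each library left out and was lowest without *dbp1Δ* replicate 2.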

Differences from the paper's values

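Neither ratio of mean RPKM from all libraries differs from the paper's value by more than 1.5 times. Figure 5—figure supplement 2B gives fold differences of about 20 for YPL119C-A and about 300 for *DBP1*, read by eye, and the ratios of mean RPKM were 20.2 and 303. Of the alternatives set before the data were examined, 1 moved away from the figure's value by more than 1.5 times, the ratio of YPL119C-A without wild-type replicate 2, at 33.3. With the wild-type libraries set to the 3-read floor, an alternative added after the data were seen, that ratio was 10.3. This value is also more than 1.5 times from the figure's.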

Other observations

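The tests in this part were chosen after the values had been seen, apart from the mitochondrial ribosomal protein sets.

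For the cassette-marked deletion, the paper reports mass spectrometry of polysome gradient fractions. Proteins of the large mitochondrial subunit were enriched in a fraction near the size of the cytoplasmic large subunit. That is a rise of protein in a fraction, which the footprint values given here do not measure. In the markerless *dbp1Δ* libraries, the 20 small subunit genes tested had a median log2 fold change of -0.16, with 17 lower and 3 higher (limma camera, adjusted p over the 2 sets 0.0024), and the 34 large subunit genes a median of -0.17, with 29 lower and 5 higher (limma camera, adjusted p 0.000802). With the replicate number as a replicate block, the camera p was 0.0127 and 0.00218, and with the crossed pairing it was 0.0106 and 0.00243. With median centring the median log2 fold changes were -0.14 and -0.15, and with quantile normalization -0.14 and -0.13. The falls rest on 1 of the 2 *dbp1Δ* libraries. Replicate 1 had medians of -0.33 and -0.27 relative to the wild-type mean, and replicate 2 had 0.01 and -0.03, beside a median log2 fold change of -0.03 over all tested ORFs.

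*DED1*, the paralog of *DBP1*, was at 165 and 107 RPKM in *dbp1Δ* replicates 1 and 2 and at 103 and 96.0 RPKM in the wild-type libraries, a log2 fold change of 0.42 with an adjusted p of 1.00 from limma (unadjusted p = 0.0870), so the rise is not separated from replicate error.

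In *dbp1Δ* replicates 1 and 2, 6 and 4 reads were assigned to *DBP1* although its ORF was removed. They are 0.357% and 0.427% of the *DED1* reads of the same libraries, and the shares did not differ (two-sided Fisher exact p = 0.752). Reads shared with *DED1* could give such a share, but with so few reads the test cannot decide it.

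Of the 3 ways to split the 4 libraries into pairs, 1, the genotypes, gave 2 or more ORFs with an adjusted p under 0.05. The other 2 splits gave 1 ORF each, and 214 and 318 ORFs at an unadjusted p under 0.05, more than the 89 of the genotypes. With 3 splits no share can be under 0.05.

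The paper's own table for the cassette-marked deletion, from single libraries collected after 4 h, lists YPL119C-A at 153.5 mRNA RPKM in wild type and 50.4 in *dbp1Δ::kanMX6*, and at 0.9 and 12.9 footprint RPKM. These are the paper's values, without replicates and from another time point and strain.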
